# Transcriptional Landscape of Glomerular Parietal Epithelial Cells

**DOI:** 10.1371/journal.pone.0105289

**Published:** 2014-08-15

**Authors:** Sina A. Gharib, Jeffrey W. Pippin, Takamoto Ohse, Scott G. Pickering, Ronald D. Krofft, Stuart J. Shankland

## Abstract

Very little is known about the function of glomerular parietal epithelial cells (PECs). In this study, we performed genome-wide expression analysis on PEC-enriched capsulated vs. PEC-deprived decapsulated rat glomeruli to determine the transcriptional state of PECs under normal conditions. We identified hundreds of differentially expressed genes that mapped to distinct biologic modules including development, tight junction, ion transport, and metabolic processes. Since developmental programs were highly enriched in PECs, we characterized several of their candidate members at the protein level. Collectively, our findings confirm that PECs are multifaceted cells and help define their diverse functional repertoire.

## Introduction

Parietal epithelial cells (PECs) are epithelial cells in the glomerulus that form a monolayer on the urinary side of Bowman’s capsule [1]. Unlike glomerular mesangial cells, endothelial cells, and their immediate neighbors podocytes, PECs have not been extensively studied. Recently however, this mysterious cell has attracted significant interest as some of its functions have been unraveled under physiological states [2], [3] For example, the tight junction proteins Claudin-1 and -2 have been identified in PECs that likely function as a secondary barrier to urinary filtrate [4]. Furthermore, PECs have been shown to likely serve as resident kidney stem cells in humans [5]–[8] as precursors for adult podocytes [9], and as transitional cells that express proteins of both PEC and podocyte origin in experimental disease states [10], [11].

While these studies have advanced our understanding of the important role played by PECs in health and disease, many properties of these cells remain undiscovered. We postulated that performing a comprehensive and unbiased assessment of PEC gene expression under normal, uninjured condition would shed light on its functional diversity and identify putative candidates mediating these biologic roles.

## Materials and Methods

### Glomerular isolation procedure

All glomerular isolations were performed at 4°C from individual male Sprague-Dawley rats (Charles River Laboratories, Wilmington, MA) per preparation (n = 3 animals). Rats were maintained at the animal care facilities at the University of Washington under a protocol approved by the Animal Care and Use Committee, according to Guide for the Care and Use of Laboratory Animals.

Obtaining glomeruli that contain Bowman’s capsule and the underlying PECs has traditionally been challenging using standard sieving or magnetic bead isolation techniques because these techniques typically obtain non-capsulated glomeruli that lack PECs [12], [13]. Accordingly, we developed a modified glomerular sieving protocol in order to generate glomerular fractions either enriched or devoid of PECs. The glomerular fractions were designated PEC-enriched (derived from capsulated glomeruli) or PEC-deprived (derived from decapsulated glomeruli) according to the size of the sieve used to isolate the glomeruli. After discarding medulla and papilla, minced cortices were passed through differential stainless steel sieves (VWR, West Chester, PA). In order to obtain capsulated glomeruli, minced cortices were first pressed through a 180 µm-sized mesh sieve and then washed through sequential sieves with sizes of 106 µm, 90 µm and 75 µm. The 90 µm and 75 µm sieves were used sequentially with ice-cold phosphate buffered saline to minimize the contamination of RNase. It was determined through preliminary studies that capsulated glomeruli enriched in PECs are much more adherent to the sieves than decapsulated glomeruli, and were therefore trapped by the 90 µm sieve (Figure S1A). In order to obtain decapsulated glomeruli deprived of PECs, the 90 µm sieve was removed and decapsulated glomeruli were collected on the 75 µm sieve (Figure S1B). Due to the adherent nature of isolated glomeruli, it was noted that many glomeruli suspended in PBS stick to plastic tubes, reducing the yield from an individual animal. Therefore, a solution of 0.1% Bovine Serum Albumin (BSA, Sigma-Aldrich, St. Louis, MO) in PBS was used instead and glass conical tubes (Kimble Glass, Inc., Vineland, NJ) coated with a silicon solution (Sigmacote, Sigma-Aldrich) were utilized following the sieving to reduce sticking and maximize yield. Glomeruli were centrifuged at 80 G at 4°C and quantification of glomeruli was performed in aliquots of the glomerular suspension by phase microscopy.

### RNA isolation

Pelleted glomeruli from individual rats were suspended in TRIzol reagent (Invitrogen) and disrupted by mechanical homogenizer (Tissuemiser, Thermo Fisher Scientific, Pittsburgh, PA), then frozen at –80°C as we have previously reported [14], [15] and according to the manufacturer’s instructions. RNA was re-suspended at a concentration of 25–500 ng/ml and the RNA integrity number (RIN) was assessed by a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). RNA samples with an RIN between 6 and 7 were utilized for microarray analysis.

### Microarray experiments and data analysis

High quality RNA samples were labeled and hybridized to Rat GeneChip 1.0ST microarrays following the manufacturer’s protocols (Affymetrix, Santa Clara, CA) at University of Washington’s Center for Expression Arrays. A total of six independent microarray experiments (n = 3 PEC-enriched capsulated, n = 3 PEC-deprived decapsulated) were performed. Background adjustment and quantile normalization of log-transformed intensities was performed using the RMA algorithm [16]. Detailed microarray experiment description, meeting Minimum Information About a Microarray Experiment (MIAME) requirements, has been deposited at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo, GSE54085).

We applied multidimensional scaling using principal components analysis [17] to assess whether global variation in gene expression between glomerular cells derived from capsulated (PEC-enriched) and decapsulated (PEC-deprived) preparations would effectively discriminate between these two cell populations.

Differential gene expression between PEC-enriched and PEC-deprived samples was determined using Bayesian modeling of the parametric *t*-test [18] coupled with Benjamini-Hochberg adjustment of *P*-values for multiple hypothesis testing [19]. An adjusted *P*-value<0.01 was used to identify significant differential gene expression. We performed two dimensional hierarchical cluster analysis based on Euclidian distance to segregate differentially expressed genes and samples [17].

Functional enrichment analysis of differentially expressed genes was performed with Webgestalt program [20] and was based on Gene Ontology annotations [21]. Enrichment *P*-values were determined using Fisher’s exact test and corrected for multiple testing using Benjamini-Hochberg’s method with a significance *P*-value<0.01.

### Cell culture

Conditionally immortalized mouse parietal epithelial cells were generated as previously described [22]. In brief, H-2Kb-tsA58 mice, also called Immortomice (The Jackson Laboratory, Bar Harbor, ME) containing an interferon-γ inducible promoter for expression of thermo-sensitive SV40 large T antigen. PECs were isolated from Bowman’s capsule-containing glomerular outgrowths and characterization performed by immunostaining and western blot to cell specific-proteins as previously described [22]. Cells were initially cultured in growth permissive conditions on Primaria plastic plates (BD Biosciences, Bedford, MA) coated with collagen I (BD Biosciences) at 33°C with IFNγ (5 µL/10 mL media, BD Biosciences) in RPMI media (SH3025501 Fisher Scientific, Pittsburgh, PA) with 2% FBS (Gemni Bio-Products, West Sacramento, CA), penicillin/streptomycin (Sigma-Aldrich), sodium pyruvate (Fisher Scientific). Cells were then differentiated in growth-restricted conditions for at least 12 days by switching them to 37°C without IFNγ.

### PCR and Quantitative RT-PCR (qPCR)

PCR was performed on cultured murine PECs (mPECs) [22]. RNA was isolated from cultured mPECs and from frozen mouse kidney cortex using TRIzol reagent (Invitrogen) according to the manufacturer’s directions. 1 µg of RNA was used for cDNA synthesis using the Fermentas First Strand cDNA Synthesis Kit (Fermentas, Glen Burnie, MD). Reverse transcription PCR was carried out on a Biorad S1000 thermo cycler (BioRad, Hercules, CA) using the primers listed in Table S1 (Invitrogen). Amplified product was electrophoresed on a 2% agarose gel (Sigma Chemical). O’gene 100 bp DNA ladder Plus (Fermentas) was used to determine product size.

Similar to previously described studies [23], qPCR analysis was performed using QuantiTech Primer Assay and Rotor-Gene SYBR Green PCR Kits on a Corbett Rotor-Gene 6000 (Qiagen Inc. Valencia, CA). The same triplicate samples of total RNA from glomerular isolates was used for both microarray and qPCR experiments; in addition, we performed qPCR using total RNA from immortalized cultured mouse parietal epithelial cells [22] and podocytes [24]. To confirm candidate mRNAs, cDNA was synthesized using the QuantiTect Reverse Transcription Kit (Qiagen) Glyceraldehyde 3-phosphate dehydrogenase (GAPDH), was used as a reference gene to normalize the expression ratios. The cycle number (C_t_) values were averaged and the differences between the GAPDH C_t_ and the gene of interest C_t_ were calculated to determine the relative expression of the gene of interest using the 2^−ΔΔCt^ method [25]. The results are presented as fold change (capsulated vs. de-capsulated).

### Immunohistochemistry

To ensure that protein products of differentially expressed genes in capsulated glomeruli were indeed present in PECs, indirect immunoperoxidase staining was performed on renal biopsies from rats fixed in neutralized formalin and embedded in paraffin. Indirect immunoperoxidase staining was performed on 4-µm sections as previously reported [22] with minor modifications adapted to each primary antibody.

Paraffin was removed using Histoclear (National Diagnostics, Atlanta, GA) and sections were re-hydrated in ethanol. Antigen retrieval was achieved by boiling sections in 1 mM EDTA pH 8.0 (CDH6), 10 mM citric acid pH 7.0 (PAX8, ALDH1A1) or 10 mM citric acid pH 6.0 (FRAS1) [3], [4]. Endogenous peroxidase activity was quenched with 3% hydrogen peroxidase, non-specific protein binding was blocked with Background Buster (Accurate Chemical & Scientific Corporation, Westbury, NY) and endogenous biotin activity was quenched with the Avidin/biotin blocking kit (Vector Laboratories, Burlingame, CA). After blocking, tissue sections were incubated overnight at 4°C with the primary antibodies. The following antibodies were used: rabbit polyclonal anti-CDH6 1∶5000 (Abgent, San Diego, CA), rabbit polyclonal anti-PAX8 1∶250 (ProteinTech Group, Chicago, IL) rabbit polyclonal anti-ALDH1A1 1∶1000 (Epitomics, Burlingame, CA), and rabbit polyclonal anti-FRAS1 1∶2000 (Sigma-Aldrich). Either biotinylated-anti-rabbit IgG (Vector Laboratories) followed by R.T.U. Vectastain kit (Vector Laboratories) or PROMARK, Rabbit-on Rodent Polymer (HRP) (Biocare Medical, Concord, CA) were applied. Staining was visualized by precipitation of Diaminobenzidine (Sigma Chemical).

## Results

### Modified sieving protocol selectively isolates PEC-enriched glomerular cells *in vivo*

The percentage of capsulated (PEC enriched) vs. decapsulated (PEC deprived) as well as the percentage of tubules and glomerular number were determined to assure the quality of each preparation (Table 1). The 90 µm sieve preparations had a high percentage of capsulated and a lower percentage of decapsulated glomeruli, while the 75 µm preparations had a much lower percentage of capsulated and a higher percentage of decapsulated glomeruli. Both preparations contained between 0 to 12% tubular fragments and the total number of glomeruli isolated ranged from 8500 to 25,500. As expected, more RNA was obtained from the 90 µm fraction (PEC-enriched) compared with the 75 µm fraction (PEC-deprived) due to a higher number of glomeruli in the preparations and more cells within those glomeruli. All of the preparations generated had high RNA integrity numbers (RIN) between 6 and 7.

**Table 1:** Cellular characteristics of capsulated and decapsulated glomerular isolates.

Prep No.	Fraction	Capsulated Glomeruli% (PEC-enriched)	DecapsulatedGlomeruli %(PEC-deprived)	Tubules	Number ofGlomeruli	Total RNA	RIN*
1	90 µm	75%	16%	9%	25,500	31	6.9
2	90 µm	62%	28%	9%	14,500	23	6.4
3	90 µm	50%	43%	7%	20,250	21	6.4
4	75 µm	6%	82%	12%	10,750	11	6.3
5	75 µm	2%	98%	0%	8,500	5	6.5
6	75 µm	0%	100%	1%	20,400	7	7.0

*RIN: RNA integrity number.

### PEC-enriched isolates express distinct transcriptional signatures

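Glomerular RNA from adult rats was measured on Affymetrix whole-transcript rat arrays, with 1 array per preparation. There were 3 arrays of PEC-enriched isolates, the capsulated glomeruli that were retained on the 90 µm sieve, and 3 arrays of PEC-deprived isolates, the decapsulated glomeruli collected on the 75 µm sieve. The authors adjusted the background, quantile normalized the log-transformed intensities and summarized each probeset with RMA. The deposited values run from 2.13 to 13.87, and the array medians lie between 6.69 and 6.75. They were read as log2 values because powers of 2 of them, averaged within groups, give the log2 fold changes of Table S2, with a median absolute difference of 0.000256 over 232 genes. The fold changes given here are differences between means of log2 values, which differ from log2 ratios of such linear means where arrays of a group vary. Of 29215 probesets, 15310 are annotated with 1 gene symbol, 323 with several and 13582 with none. A gene was represented by its brightest probeset over the 6 arrays, which gave 14506 genes. Differences were tested with limma over all probesets at an adjusted p under 0.01, the threshold of the methods, without pairing the arrays. A gene list was compared with all other genes by limma's camera test with a preset correlation between genes of 0.01, and again with a correlation estimated from the arrays, which allows for genes of a list moving together from array to array. RNA came from individual rats, and the methods give n = 3 animals for the isolations. The text does not say whether both fractions were taken from the same rats. The number of arrays limits the precision of every value.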

Using principal components analysis, we assessed whether global variation in gene expression across all samples distinguished cell populations from each other and noted segregation between PEC-enriched and PEC-devoid samples (Figure 1A). This observation implies that these two glomerular cell populations have distinctly different transcriptional profiles. 

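On the first principal component the PEC-enriched arrays had scores of 8.49, 32.4 and 14 and the PEC-deprived arrays scores of -4.8, -33.1 and -16.9. The group means were 18.3 ± 12.6 and -18.3 ± 14.2 (SD, n = 3 arrays each), and the groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). This component held 40.5% of the variance, the second 20.9% and the third 15.5%. On this component the arrays nearest to each other across the groups were PEC-enriched replicate 1 and PEC-deprived replicate 1. PEC-deprived replicate 1 also lay closest to the PEC-enriched arrays in proximal tubule genes, with a mean of 0.16 relative to all arrays on the log2 scale, against -1.15 and -0.53 in PEC-deprived replicates 2 and 3. From the segregation of the samples the paper reasons that the populations differ in their transcriptional profiles.

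**Figure D1:**
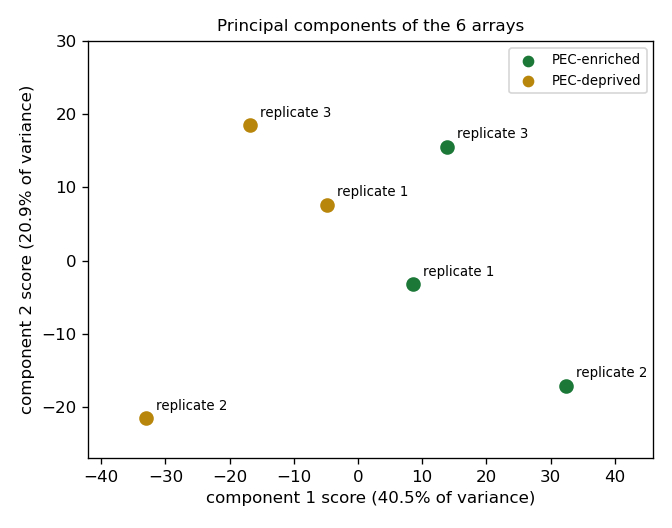
Scores of the 6 arrays on the first (x axis) and second (y axis) principal components over all probesets, each point 1 array, coloured by isolate. The PEC-enriched arrays lie at 8.49 and above on the x axis and the PEC-deprived arrays at -4.8 and below.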

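The largest mean differences between the isolates were in genes of the thick ascending limb. Umod, which encodes uromodulin, had a mean log2 expression of 11.48 ± 0.386 in PEC-enriched and 8.60 ± 1.16 in PEC-deprived isolates (SD, n = 3 arrays each), a log2 fold change of 2.88 (standard error 0.502, limma adjusted p = 0.162). Slc12a1, the sodium-potassium-chloride cotransporter of the same segment, had a log2 fold change of 2.82 (standard error 0.458, limma adjusted p = 0.153). In both genes all PEC-enriched arrays lay above all PEC-deprived arrays. No probeset passed an adjusted p under 0.01 in limma, where the smallest adjusted p was 0.152, so the count of differentially expressed probesets was 0 and that of genes 0. With only the 15310 probesets with 1 gene symbol tested, the smallest limma adjusted p was 0.0399, and the count was again 0. At an unadjusted p under 0.05 there were 3048 probesets, 1687 higher and 1361 lower in PEC-enriched isolates. A regularised Bayesian test, in which each group variance is combined with that of the probesets nearest in level at a prior weight of 10, called 119 probesets and 90 genes, Umod and Slc12a1 among them. At prior weights of 6 and 3, tried after the data were seen, it called 1 probeset, which was neither of these genes, and 0. In simulated arrays 6.5% of the calls of that test were false, against 2.38% for limma.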

Next, we identified 334 probesets mapping to 276 unique, well-characterized genes that were differentially expressed between PEC-enriched and PEC-deprived populations (Figure 1B, Table S2). The majority of these genes (87%) were differentially upregulated in PEC-enriched glomerular isolates.

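Of the 232 genes of Table S2 that could be matched to a probeset by Entrez ID, 199 (85.8%) had a higher mean in PEC-enriched isolates and 33 a lower one, each in the direction that Table S2 gives. This list was chosen on these arrays, so its directions are not independent evidence. All 232 had a probeset with an unadjusted p under 0.05 in limma and 0 passed an adjusted p under 0.01. The regularised Bayesian test called 114 probesets higher and 5 lower. Over all genes, the 7 measured members of the Gimap family, GTPases known from lymphocytes and endothelium, also had lower means, and 3 of them are in Table S2. They had a median log2 fold change of -0.52 (camera adjusted p = 6.93e-08, and adjusted p = 0.204 with an estimated correlation). Marker lists of endothelium and of leukocytes were lower on the same arrays. Immediate early genes also stood lower as a list. Of 12 measured, 11 had a lower mean, with a median of -0.39 (camera adjusted p = 7.86e-08, and adjusted p = 0.204 with an estimated correlation). Dusp1, a phosphatase induced by stress, had a log2 fold change of -0.58 (standard error 0.121, limma adjusted p = 0.182), and Nr4a1, a nuclear receptor of the same kind of response, -0.54 (standard error 0.239, adjusted p = 0.49), with overlapping groups and a range of -0.83 to -0.32 over the arrays left out. Of the 12, 0 passed over all probesets and 3 were lower when adjusted over the list alone.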

**Figure 1:**
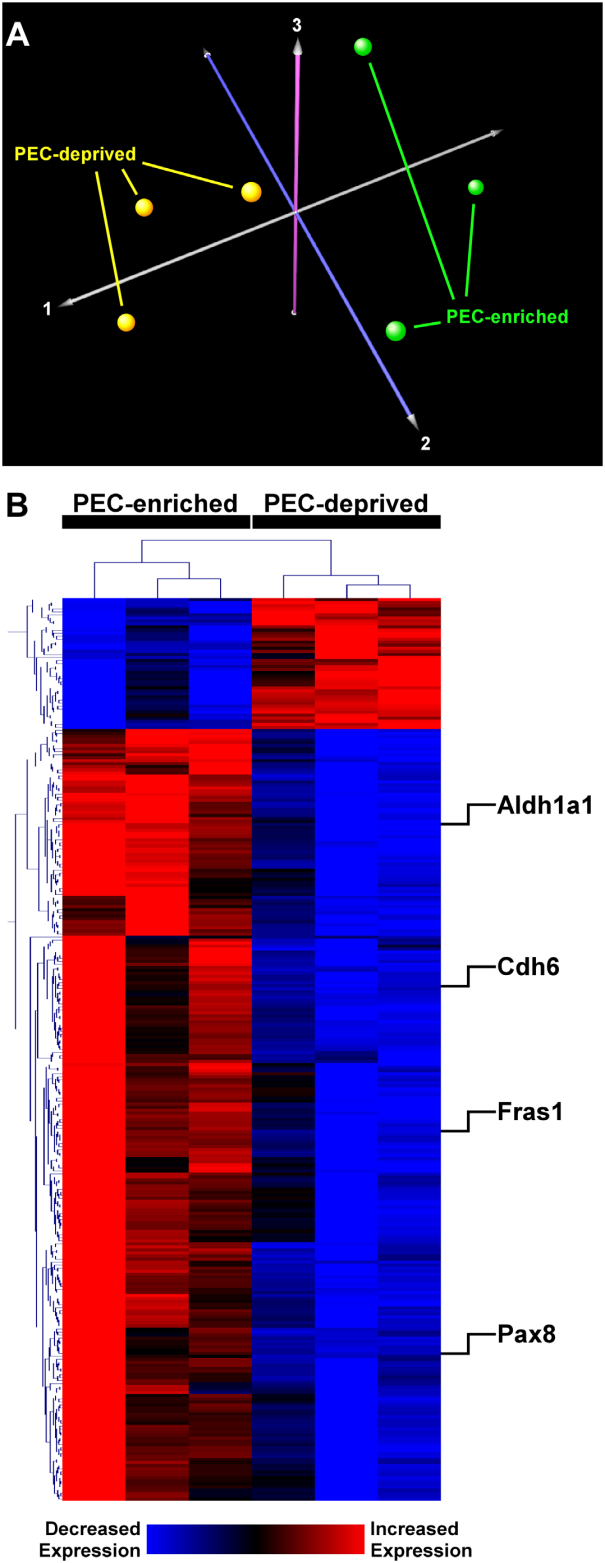
Transcriptional analysis of PEC-enriched and PEC-deprived glomerular isolates. (A) Principal components analysis of transcriptional signatures in PEC-enriched (n = 3) and PEC-deprived (n = 3) cells. Samples segregated into two groups (green, yellow) based on gene expression variability across all microarray transcripts. Each axis (labeled 1, 2, 3) accounts for a percentage of the observed gene expression variance. (B) Heatmap of differentially expressed genes between PEC-enriched and PEC-deprived showing up-regulated (red) and down-regulated (blue) gene expression patterns. Four representative candidate genes upregulated in PECs have been labeled. A complete list of differentially expressed genes is provided in Table S2.

### Functional analysis reveals diverse biologic roles for PECs

Gene Ontology analysis of differentially expressed genes identified a broad repertoire of enriched functional annotations, highlighting the multifaceted biologic properties of PECs. 

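Metabolic genes stood higher in PEC-enriched isolates as a group. Of 42 measured genes of amino acid and organic acid metabolism, 40 had a higher mean, with a median log2 fold change of 0.83 (camera adjusted p = 5.46e-23, and adjusted p = 0.204 with an estimated correlation). None passed an adjusted p under 0.01 in limma over all probesets (0 of 42), and 0 when adjusted over the list alone, while 38 had an unadjusted p under 0.05 and the regularised Bayesian test called 2. Proximal tubule genes were higher on the same arrays, with a median of 1.05. Of 315 solute carriers, the transporters of ions, amino acids and other solutes, 201 had a higher and 114 a lower mean, with a median of 0.08 (camera adjusted p = 5.69e-07, and adjusted p = 0.21 with an estimated correlation). Without single arrays this median ran from 0.0515 to 0.0924. For oxidation and reduction, the 23 measured genes of oxidative phosphorylation all had a higher mean, with a median of 0.35 (camera adjusted p = 9.44e-14, and adjusted p = 0.204 with an estimated correlation). Cox7b, a cytochrome c oxidase subunit, had a log2 fold change of 0.71 (standard error 0.159, limma adjusted p = 0.196). The 3 measured Cyp4a genes, fatty acid hydroxylases, had a median of 1.07 (camera adjusted p = 0.0015, and adjusted p = 0.204 with an estimated correlation), and the 15 aldehyde dehydrogenases one of 0.11 (camera adjusted p = 0.00679, and adjusted p = 0.21 with an estimated correlation). The latter had a median of 0.44 over probesets above the median level. Their call ended with cyclic loess (median 0.117, camera adjusted p = 0.0135). It also ended without PEC-enriched replicate 2 (median 0.0845, camera adjusted p = 0.0238) or PEC-deprived replicate 3 (median 0.184, camera adjusted p = 0.012). The Cyp4a call ended over probesets above the median level (camera adjusted p = 0.0364), where the median was still 0.996. Without single arrays the Cyp4a median ran from 0.685 to 1.46 and that of the aldehyde dehydrogenases from 0.0845 to 0.292. The 19 measured genes of retinoic acid synthesis and transport did not pass as a list, with 11 higher and 8 lower means and a median of 0.04 (camera adjusted p = 0.087). Over probesets above the median level its median was 0.42 (camera adjusted p = 0.0109), and without single arrays it ran from -0.04 to 0.07. Its member Aldh1a2, which makes retinoic acid, had a log2 fold change of 0.92 (standard error 0.203, limma adjusted p = 0.191). The lists and families of this paragraph were fixed before the deposited values were examined, but some members are in Table S2, chosen on these arrays. These are 13 of the 42 metabolism genes, 17 of the 315 solute carriers and 1 of the 23 oxidative phosphorylation genes. So are 1 of the 3 Cyp4a genes, 2 of the 15 aldehyde dehydrogenases and 2 of the 19 retinoic acid genes. To that extent the calls are not independent of the study. The lists were written by hand and stand in for Gene Ontology categories, which were not used here.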

Prominent overrepresented categories included those involved in development (in particular, “renal system development” with an enrichment *P*-value 8.6×10^–9^), ion transportation, metabolic processes, retinoic acid synthesis, tight junction, and oxidoreductase activity (Figure 2, complete list in Table S3). Enrichment of developmental pathways in PEC-enriched glomerular isolates was of particular interest given the putative role of PECs as resident kidney stem/progenitor cells [5]–[8]. Eighty differentially expressed genes mapped to developmental processes of which 71 were upregulated (Table S4). 

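Table S4 holds 80 genes, of which 69 were matched to a probeset by Entrez ID. In PEC-enriched isolates 60 of them had a higher mean and 9 a lower one. Fras1, a basement membrane protein of renal development, had a mean log2 expression of 8.31 ± 0.312 in PEC-enriched and 6.69 ± 0.401 in PEC-deprived isolates (SD, n = 3 arrays each), a log2 fold change of 1.62 (standard error 0.222, limma adjusted p = 0.152). Pax8, a paired box transcription factor of the nephron, had a log2 fold change of 1.47 (standard error 0.289, limma adjusted p = 0.166). All PEC-enriched arrays lay above all PEC-deprived arrays for both genes. Tubule genes were higher on the same arrays. Of the 69 genes 0 passed an adjusted p under 0.01 in limma, 69 had a probeset with an unadjusted p under 0.05, and the regularised Bayesian test called 31 at a prior weight of 10 and 0 at prior weights of 6 and 3. These genes were chosen on the same arrays, so their directions are not independent evidence.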

Several members of this module were further investigated as described below.

**Figure 2:**
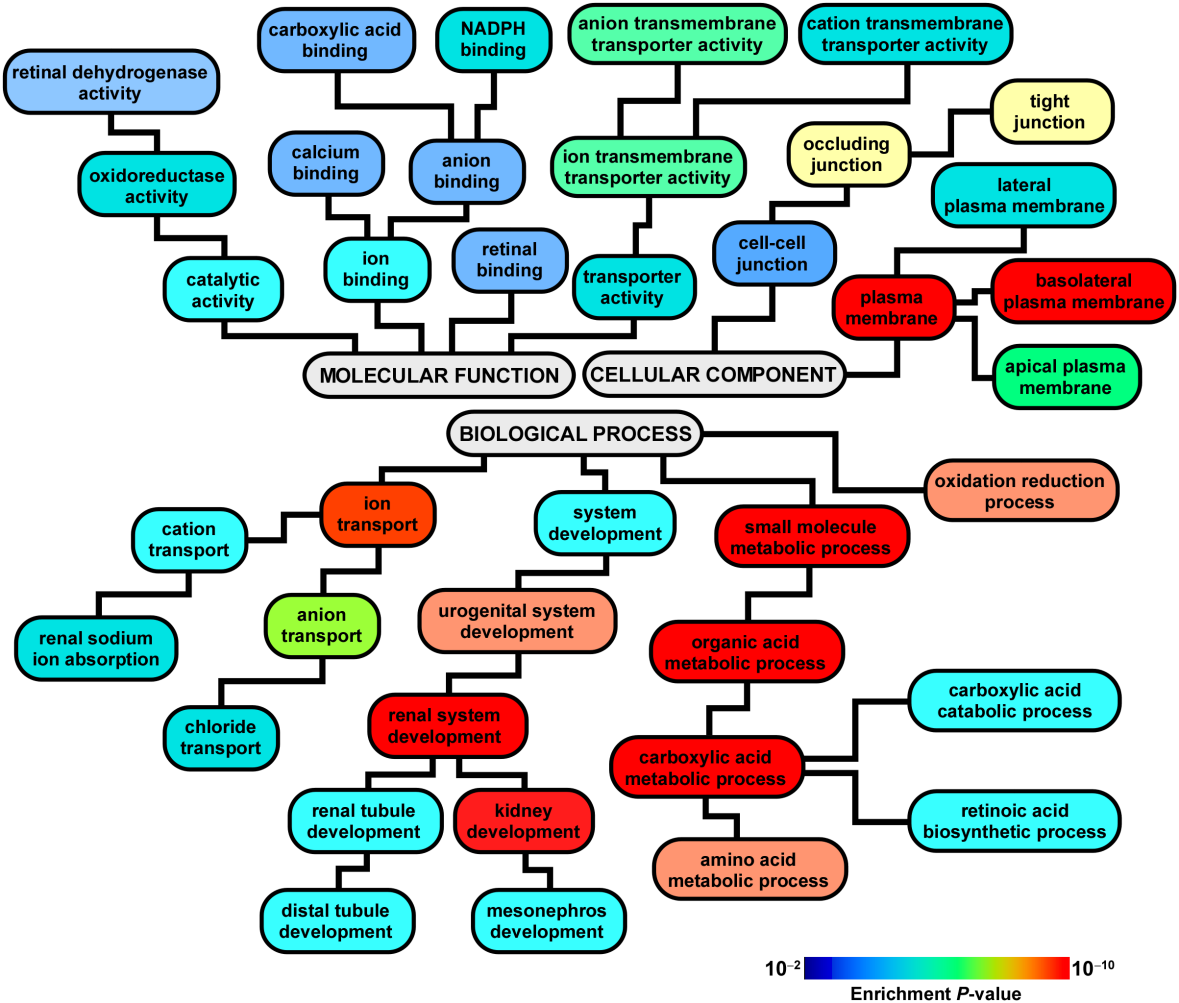
Functional analysis of differentially expressed genes. Significantly enriched Gene Ontology (GO) categories are depicted based on relational associations among GO annotations. Note the enrichment of multiple processes involved in development under the Biologic Process annotation. A complete list of over-represented GO categories is provided in Table S3.

### Candidate PEC-associated genes are expressed in murine PEC cultures and at the protein level in rat and human glomeruli

We proceeded to validate our findings at several levels. 

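Of the genes compared by qPCR, 3 were matched to a probeset with 1 gene symbol, and the others were not analysed here. Aldh1a1, which oxidizes retinaldehyde, had a mean log2 expression of 8.94 ± 0.195 in PEC-enriched and 7.03 ± 0.868 in PEC-deprived isolates (SD, n = 3 arrays each). Its log2 fold change was 1.91, or 3.76-fold (standard error 0.37, limma adjusted p = 0.166). Cdh6, a cadherin of the nephron epithelium, was higher by 1.64, or 3.11-fold (standard error 0.278, limma adjusted p = 0.159). For Lad1, an anchoring filament protein, the difference was 1.63, or 3.09-fold (standard error 0.301, limma adjusted p = 0.166). For each of these genes the groups did not overlap, and none passed an adjusted p under 0.01 in limma. Proximal tubule genes were higher on the same arrays, with a median log2 fold change of 1.05. The regularised Bayesian test gave adjusted p = 0.000697 for Aldh1a1, 0.000563 for Cdh6 and 0.000563 for Lad1 at its prior weight of 10, and none of the 3 genes passed at prior weights of 6 and 3. With each array minus its Gapdh value, the reference of the qPCR, all 3 passed in limma (adjusted p = 0.00266 for Aldh1a1, 0.00364 for Cdh6 and 0.00654 for Lad1). Their log2 fold changes were then smaller, at 1.65, 1.38 and 1.37. Gapdh itself was higher on every PEC-enriched array than on every PEC-deprived array. This setting thus subtracts a value that differed between the isolates from values already normalized.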

Initially, we confirmed our microarray results for several candidate genes upregulated in the capsulated glomerular (>2-fold, adjusted *P*-value<0.01) using qPCR, including *Aldh1a1* (aldehyde dehydrogenase 1 family, member A1), *Cdh6* (cadherin 6), *Hnf1b* (HNF1 homeobox B), *Lad1* (ladinin 1), and *Wwc1* (WW and C2 domain containing 1) (Figure S2).

Next, we proceeded to determine whether a larger set of PEC-associated genes was also expressed in cultured murine PECs (mPECs). Since cultured mPECs have minimal non-PEC cellular contaminants and are derived from mice, measuring the expression levels of our candidate genes would validate expression in a pure population of PECs and extend our findings from rat to mice, thereby expanding its relevance across species. 

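Of the 12 candidate genes, 9 were matched to a probeset with 1 gene symbol, and the others were not analysed here. All 9 had a mean more than 2-fold higher in PEC-enriched isolates, with no overlap between the groups. In all 9 the PEC-deprived arrays ranked replicate 1, 3, 2 from high to low. Proximal tubule genes did so too (0.16, -0.53 and -1.15 relative to all arrays), as did PEC markers (-0.19, -0.37 and -0.57). PEC and tubule RNA are therefore not told apart by these differences. The paper's Figure 4 stains FRAS1, ALDH1A1, CDH6 and PAX8 in tubules as well as in PECs. Cdkl1, a kinase of the cyclin-dependent kinase-like family, had a log2 fold change of 1.67 (standard error 0.338, limma adjusted p = 0.172). Clmn, which encodes the actin-binding protein calmin, had a log2 fold change of 1.52 (standard error 0.248, limma adjusted p = 0.153). Prelp, a leucine-rich repeat protein of the matrix, stood at 1.50 (standard error 0.241, limma adjusted p = 0.153), and Tfcp2l1, a transcription factor of the collecting duct, at 1.43 (standard error 0.208, limma adjusted p = 0.152). At 2-fold and an adjusted p under 0.01, limma called 0 of the 9 and the regularised Bayesian test 9, while at prior weights of 6 and 3 the latter called 0. With each array minus its Gapdh value limma called 8 of the 9, among them Tfcp2l1 at 1.18 (adjusted p = 0.00195 in limma), Clmn at 1.26 (0.00364), Prelp at 1.24 (0.00603) and Cdkl1 at 1.41 (0.00645). All 9 had an unadjusted p under 0.01 in limma without it. Gapdh, the reference gene of the qPCR, had a log2 fold change of 0.25 (standard error 0.104, limma adjusted p = 0.443), with no overlap between the groups.

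**Figure D2:**
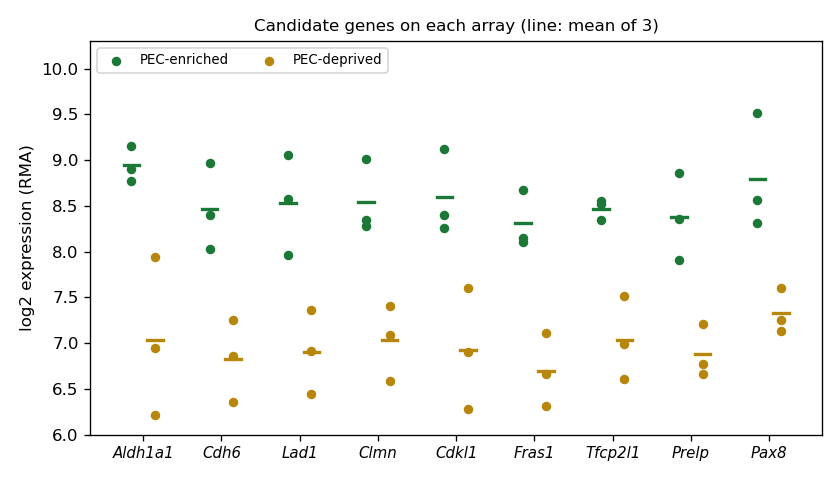
log2 expression of the 9 measured candidate genes (x axis: gene, y axis: RMA log2 value), each point 1 array and each line the mean of 3 arrays. In every gene the 3 PEC-enriched arrays lie above the 3 PEC-deprived arrays.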

Twelve differentially upregulated genes (>2-fold, adjusted *P*-value<0.01) in PEC-enriched samples were selected for confirmation in mPECs: *Aldh1a1*, *Cdh6*, *Hnf1b*, *Lad1*, *Wwc1, Clmn* (calmin), *Cdh11* (cadherin 11), *Cdkl1* (cyclin-dependent kinase-like 1), *Fras1* (Fraser syndrome 1), *Tfcp2l1* (transcription factor CP2-like 1), *Prelp* (proline/arginine-rich end leucine-rich repeat protein), and *Pax8* (paired box 8). Most of these genes were members of highly enriched Gene Ontology developmental processes (*Hnf1b, Aldh1a1, Cdh6, Cdh11, Cdkl1, Fras1*, *Pax8, Tfcp2l1, Clmn*), including “renal system development”. All twelve candidate genes were expressed at the mRNA level in cultures of pure mPECs (Figure 3). To assess specificity, we measured the relative expression levels of a representative PEC-associated candidate, *Pax8*, in cultures of mPECs versus murine podocytes using qPCR and found that this gene was up-regulated in mPECs 13-fold. However, it is important to note that *in vitro* culturing can dramatically change the transcriptional profile of primary cells [26] and may therefore not be a reliable platform for validating *in vivo* results.

**Figure 3:**
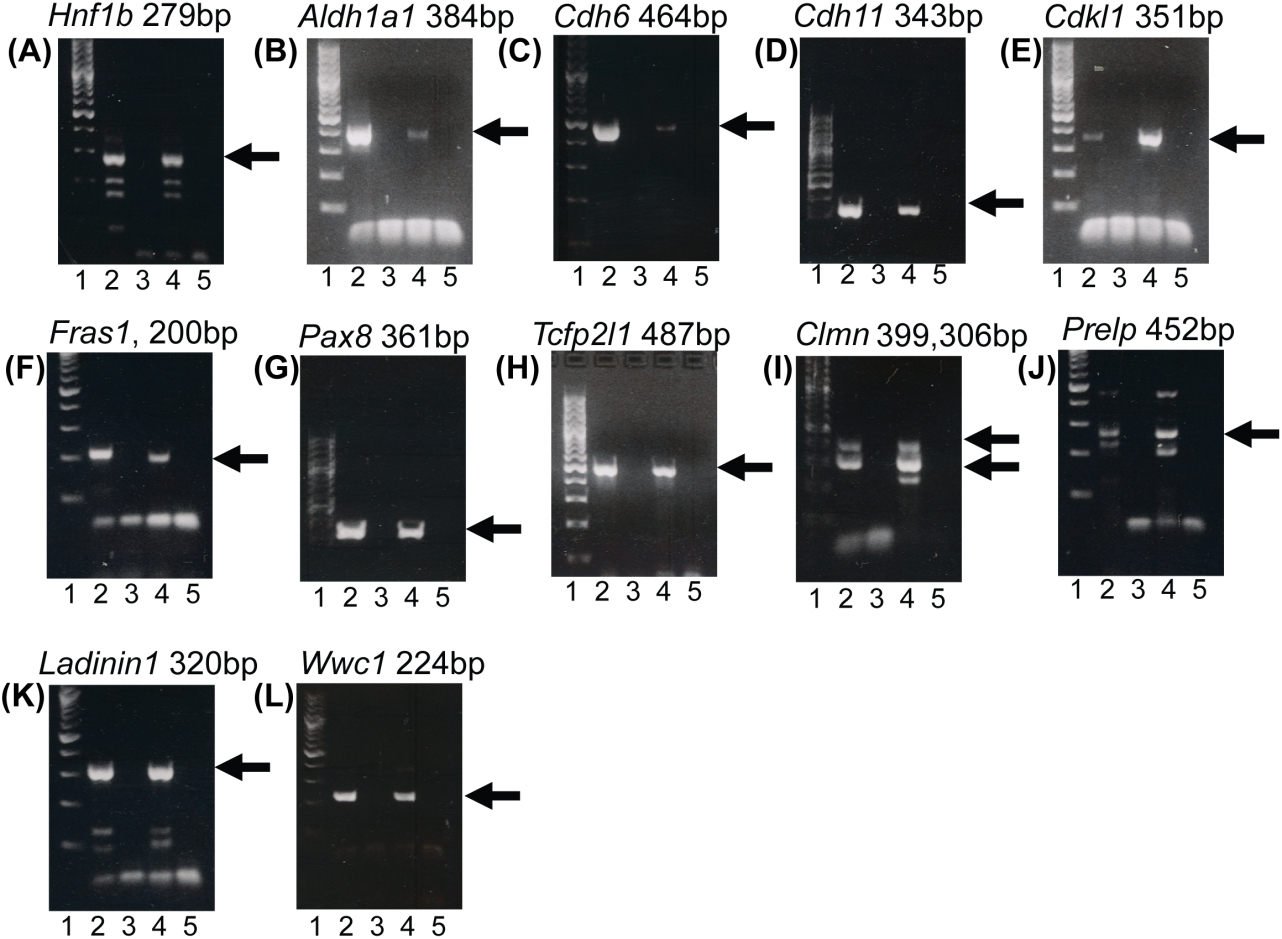
Confirmation of expression of select candidate genes from the microarray experiments in murine mPECs using PCR. Agarose gels were loaded as follows: lane 1 = DNA size marker, lane 2 = mPEC, lane 3 = mPEC no primer control, lane 4 = kidney cortex (positive control), lane 5 = kidney cortex no primer control. Arrows indicate positive bands: (A) *Hnf1b*; (B) *Aldh1a1*; (C) *Cdh6*; (D) *Cdh11*; (E) *Cdkl1*; (F) *Fras1*; (G) *Pax8*; (H) *Tfcp2l1*; (I) *Clmn*; (J) *Prelp*; (K) *Lad1*; (L) *Wwc1*.

To validate protein expression of select development-associated candidate genes in rat kidney PECs, we obtained commercially available antibodies for ALDH1A1, CDH6, FRAS1 and PAX8. As shown in Figure 4, protein products from all four genes were detected in PECs as assessed by immunohistochemistry. Finally, to bring clinical insight to our findings, we queried the human protein atlas [27] and found that several of the PEC-associated candidates were expressed in human glomeruli, including HNF1B, ALDH1A1, CDH6, CLMN, LAD1, and WWC1 (Figure S3).

**Figure 4:**
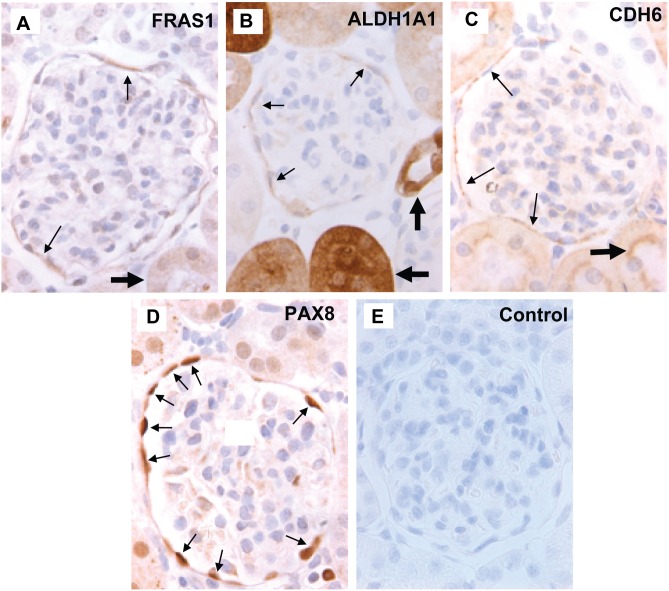
Protein expression of select developmental genes in rat kidney tissue. Panels A–D show representative images of immunohistochemistry on rat kidneys for: (A) FRAS1, cytoplasmic staining (brown) was present within PECs (thin arrows) as well as proximal tubules (thick arrow); (B) ALDH1A1, cytoplasmic staining (brown) was present within PECs (thin arrows) as well as proximal tubules and collecting duct (thick arrows); (C) CDH6, membrane staining (brown) was present in PECs (thin arrows) as well as the brush borders of proximal tubules (thick arrow); (D) PAX8, nuclear staining (brown) was present within PECs (thin arrows) as well as some tubules; (E) representative image of negative control with no immunostaining.

## Discussion

In this work we developed a novel and practical method to isolate PEC-enriched cells from rat glomeruli *in vivo*, and applied transcriptional profiling to systematically delineate potential biologic functions attributable to these cells under normal conditions.

Since the PEC is located within the glomerulus–a structure comprised of several other resident cells such as endothelium, mesangial cells and podocytes–it has proven challenging to separate PECs from other glomerular cells *in vivo*. While it is not difficult to obtain purified glomeruli from rat kidney, most isolated glomeruli lack Bowman’s capsule and are therefore devoid of PECs. Likewise, it is not possible to obtain capsulated glomeruli from mice even using the magnet bead procedure [13], because this technique requires a collagenase digestion step that removes Bowman’s capsule. In this project, we chose rat glomeruli because they do not require collagenase digestion. Modifications to standard sieving protocols were tested in our preliminary studies until a key observation was made when we attempted the ficoll gradient procedure to separate capsulated from decapsulated glomeruli based on size. When the diameter of isolated capsulated and decapsulated glomeruli were measured, we noted that decapsulated glomeruli were actually slightly larger than capsulated ones (data not shown). Additionally, capsulated glomeruli were much stickier than decapsulated glomeruli. The highly adherent property of PEC-enriched capsulated glomeruli trapped them on the larger pored 90 µm sieve, enabling their separation from the PEC-devoid decapsulated glomeruli.

To our knowledge no PEC-specific gene(s) has been identified to generate a PEC-specific reporter to sort labeled cells by FACS. The pioneering work by Appel and Moeller has substantially advanced the field using a truncated podocalyxin-reporter mouse to identify PECs [9]. However, scattered cells also label in the tubulointerstitium, albeit in low abundance. Kabgani and colleagues later isolated PEC outgrowths from glomeruli of mice based on this reporter system [28]. Gene expression analysis was then performed on PECs that had undergone six passages *ex vivo*. 

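Claudin 1 and Pax2 were measured in PEC-enriched and PEC-deprived isolates. Cldn1 had a log2 fold change of 1.38 (standard error 0.245, limma adjusted p = 0.162) and Pax2 of 0.70 (standard error 0.135, limma adjusted p = 0.166), with no overlap between the groups in either gene. A second probeset of Lad1 gave a log2 fold change of 1.13 (standard error 0.177, limma adjusted p = 0.152). A list of 16 PEC markers was fixed before the values were seen, and 8 of them are in Table S2, so they are not independent of the study. Of the 16, 15 had a higher mean in PEC-enriched isolates, and the median log2 fold change was 0.68 (camera adjusted p = 9.44e-14, and adjusted p = 0.204 with an estimated correlation). None passed an adjusted p under 0.01 over all probesets (0 of 16), 8 were higher when adjusted over the list alone, and the regularised Bayesian test called 5, Cldn1 among them. By that test Pax2 had adjusted p = 0.0362. Tubule genes moved on the same arrays, with a median of 1.01 for the thick ascending limb.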

Despite significant differences between Kabgani’s methodology and our approach (e.g., mouse vs. rat, primary culture vs. *in vivo* harvesting), we confirmed the up-regulation of several PEC genes that they had reported, including *Claudin 1*, *Pax2*, and *Ladinin 1*. Guhr *et al* recently reported on the isolation of PECs employing a painstaking and laborious microscopic dissection method [29]. In contrast, our method is quick, efficient and uses standard isolation techniques.

In our study, the PEC-enriched and PEC-deprived samples were characterized by distinct differences in genome-wide transcription profiles, with many genes differentially expressed between the two populations (Figures 1 and 2). 

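The PEC-enriched arrays lay all above or all below the PEC-deprived arrays in 15.0% of probesets, 2114 higher and 2277 lower. Chance gives 10% on average for 3 arrays against 3, and since genes move together on an array the excess is not a test. At an unadjusted p under 0.01 limma found 957 probesets, 642 higher and 315 lower. In the table of all genes the highest fold changes, after Umod and Slc12a1, belonged to Spp1 (log2 fold change 2.53), Ly6i (2.23) and Egf (2.22). The lowest belonged to Dbp (-1.55), Bhlhe41 (-1.33) and Slc43a3 (-1.05). In Dbp and Bhlhe41 the groups overlapped, with PEC-deprived replicate 1 (8.68 and 4.84) among the PEC-enriched arrays, and leaving out single arrays moved Dbp between -2.46 and -1.07 and Bhlhe41 between -2.04 and -0.95. These 6 genes were chosen after their values were seen, and none passed an adjusted p under 0.01.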

The unbiased nature of microarray experiments allowed us to assess relative enrichment of functional pathways in PEC-enriched samples. This analysis demonstrated that resident glomerular PECs under normal conditions possess multifaceted transcriptional programs, highlighting the diverse biologic roles played by these cells (Figure 2). One prominent enriched functional module was “tight junction”, comprised of several differentially upregulated genes including members of the Claudin family (*Cldn1*, *Cldn2*, *Cldn10*, *Cldn16*, *Cldn19*). 

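Claudins other than Cldn1 were measured on the same arrays. Cldn16, a claudin of the thick ascending limb that forms the paracellular path for magnesium, had a mean log2 expression of 7.71 ± 0.323 in PEC-enriched and 5.67 ± 0.403 in PEC-deprived isolates (SD, n = 3 arrays each). Its log2 fold change of 2.04 (standard error 0.225, limma adjusted p = 0.152) was the highest among them. Cldn2, a cation pore of the proximal tubule, was higher by 1.78 (standard error 0.389, limma adjusted p = 0.19), Cldn10 by 1.45 (standard error 0.342, adjusted p = 0.21) and Cldn19, which pairs with Cldn16, by 0.69 (standard error 0.102, adjusted p = 0.152). Each of these genes had no overlap between the groups. By the regularised Bayesian test Cldn16, Cldn2 and Cldn10 passed and Cldn19 did not, with adjusted p = 0.0345. Of 38 measured tight junction genes, 25 had a higher and 13 a lower mean, with a median log2 fold change of 0.16 (camera adjusted p = 3.09e-05, and adjusted p = 0.204 with an estimated correlation). With only the probesets above the median level the list did not pass, with a median of 0.07 (camera adjusted p = 0.0645). None passed an adjusted p under 0.01 over all probesets (0 of 38), and 6 were higher and 1 lower when adjusted over the list alone. The 24 measured claudins had a median of 0.09, with 14 higher and 10 lower means (camera adjusted p = 0.00117, and adjusted p = 0.21 with an estimated correlation). Their median ran from 0.04 to 0.20 over the arrays left out, and that of the tight junction list from 0.09 to 0.20. Proximal tubule and thick ascending limb genes had higher medians on the same arrays. Of the 38 tight junction genes 7 are in Table S2, as are 5 of the 24 claudins, so part was picked from these arrays. The claudins did not pass over probesets above the median level, although their median there was higher at 0.17 (camera adjusted p = 0.014). They also did not pass without PEC-enriched replicate 3, with a median of 0.04 (camera adjusted p = 0.0404).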

Enrichment of processes involved in cell-cell junction was consistent with our previous report implicating PECs as a second glomerular barrier to urinary filtrate–a function mediated in part by the tight junction proteins CLDN1 and CLDN2 [4].

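Of 58 genes of kidney development on a list fixed before the values were seen, 41 were measured and 8 of these are in Table S2. In PEC-enriched isolates 32 had a higher and 9 a lower mean. The median log2 fold change was 0.08 (camera adjusted p = 2.72e-06, and adjusted p = 0.204 with an estimated correlation). It was 0.14 without PEC-deprived replicate 1 or 3. Each tubule segment list had a higher median on the same arrays. Cdh6 and Fras1 had the largest differences. None of the 41 passed an adjusted p under 0.01 over all probesets (0), 5 were higher and 0 lower when adjusted over the list alone, and the regularised Bayesian test called 4. The 10 measured renal progenitor markers did not pass as a list, with 5 higher and 5 lower means, a median of -0.02 and a mean of 0.08 (camera adjusted p = 0.436). The sign of this median depended on single arrays, with 0.17 without PEC-enriched replicate 3 and 0.043 without PEC-deprived replicate 3. Cd24, a surface marker of that list, had a log2 fold change of 0.65 (standard error 0.217, limma adjusted p = 0.343; 0.42 without PEC-deprived replicate 2) and Cd44, an adhesion receptor, of 0.50 (standard error 0.141, limma adjusted p = 0.276). From the enrichment of developmental processes the paper proposes that PECs may keep developmental programs as possible resident stem cells.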

A key finding of our transcriptional analysis was the enrichment of multiple developmental processes in PECs, in particular, those mapping to renal development. This observation supports a potential role for PECs as possible resident kidney stem cells that retain fundamental developmental programs and are primed for activation during injury and repair. We further characterized several gene members of enriched developmental pathways at the protein level in rat kidney tissue.

*Fras1* is a gene mutated in Frasier Syndrome and encodes a basement membrane-associated protein important in renal development [30]. It is expressed in the branching ureteric bud of developing mouse kidney and on the basal aspect of glomerular podocytes [30]. We observed its expression at the BBM-facing aspect of rat PECs (Figure 4A, thin arrows), in the cytoplasm of the proximal tubule (Figure 4A, thick arrow), and weakly in glomerular podocytes.

*Aldh1a1* is an enzyme involved in the conversion of Vitamin A to retinoic acid. Several members of the aldehyde dehydrogenase enzymes play essential roles in renal development in both rat and mouse [31]. *Aldh1a1* has been found in all epithelia of the ureteric bud at day 14.5 of rat embryonic kidney and in the collecting ducts and proximal tubules by post-natal day 4 [32]. We confirmed these findings (Figure 4B, thick arrows) and further observed that *Aldh1a1* is also expressed in the cytoplasm of PECs (Figure 4B, thin arrows). Interestingly, Peired and co-workers recently showed endogenous *Aldh1a1* activity in a mouse model of FSGS in PECs [33].

*Cdh6* is a transmembrane glycoprotein and member of the cadherin family of calcium dependent cell-cell adhesion molecules [34]. CDH6 is expressed in human proximal tubules [35] and its targeted deletion leads to spontaneous tubule formation in mice [36]. Our results confirmed expression in the proximal tubule of rats (Figure 4C, thick arrow), as well as the basal surface of PECs (Figure 4C, thin arrows).

*Pax8* is a member of the paired box family of transcription factors that has been shown to play a critical role in kidney development [37], [38]. *Pax8* expression has previously been described in all segments of human renal tubules and in PECs [39]. Our finding demonstrates that this master regulator of renal development is expressed in rat PECs (Figure 4D, arrows) and is consistent with our previous report showing increased expression of *Pax8* during a murine model of glomerular disease [11].

There are several limitations in this study. 

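Genes of every tubule segment listed stood higher in PEC-enriched isolates. All 25 measured proximal tubule genes had a higher mean (camera adjusted p = 5.11e-18, and adjusted p = 0.204 with an estimated correlation), led by Acmsd, an enzyme of tryptophan breakdown, at a log2 fold change of 1.45 (standard error 0.442, limma adjusted p = 0.314), and Dao, which oxidizes D-amino acids, at 1.39 (standard error 0.354, limma adjusted p = 0.232). All 14 measured genes of the thick ascending limb and macula densa were higher in mean (camera adjusted p = 1.81e-17, and adjusted p = 0.204 with an estimated correlation), and 11 of them passed when adjusted over the list alone. Of 8 genes of the distal convoluted and connecting tubule 6 had a higher mean, with a median of 0.21 (camera adjusted p = 0.000798, and adjusted p = 0.204 with an estimated correlation). This median ran from 0.121 to 0.317 over the arrays left out. Calb1, which encodes a calcium-binding protein of this segment, had a log2 fold change of 2.16 (standard error 0.412, limma adjusted p = 0.166) and Slc12a3, its sodium-chloride cotransporter, one of 2.00 (standard error 0.377, limma adjusted p = 0.166). The 14 intercalated cell genes had a median of 0.77 (camera adjusted p = 2.93e-15, and adjusted p = 0.204 with an estimated correlation), with Atp6v1b1, a proton pump subunit, at 1.21 (standard error 0.212, limma adjusted p = 0.162). The 10 genes of collecting duct principal cells had a median of 0.32 (camera adjusted p = 5.72e-05, and adjusted p = 0.204 with an estimated correlation), with Hsd11b2, which inactivates glucocorticoids, at 0.67 (standard error 0.175, limma adjusted p = 0.246). In limma 0 members of these lists passed an adjusted p under 0.01 over all probesets, while at an unadjusted p under 0.05 there were 24 of the proximal tubule, 11 of the thick ascending limb, 3 of the distal tubule, 12 of intercalated cells and 6 of principal cells. The regularised Bayesian test called 1, 7, 3, 3 and 0 of them. PEC-deprived replicate 1 was the highest of its group in each of these lists.

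**Figure D3:**
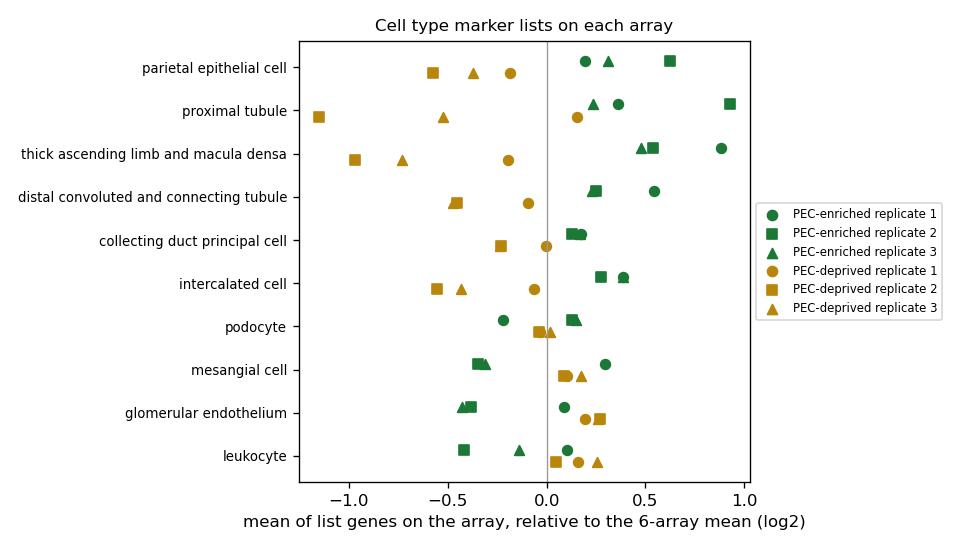
Mean of each marker list on each array relative to the mean of all 6 arrays (x axis, log2), one row per list, coloured by isolate and shaped by replicate. Tubule lists lie to the right for the PEC-enriched arrays, and in the endothelial, mesangial and leukocyte lists PEC-enriched replicate 1 lies to the right of zero while replicates 2 and 3 lie to the left.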

Our sequential sieving procedure, while isolating enriched PECs, does not yield a pure population of this cell. In this context, the transcriptional contribution of other glomerular cells must be acknowledged. 

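Endothelial genes were lower and podocyte genes near equal in PEC-enriched isolates. All 24 measured genes of the glomerular endothelium had a lower mean, with a median log2 fold change of -0.45 (camera adjusted p = 1.33e-15, and adjusted p = 0.204 with an estimated correlation). Erg, an endothelial transcription factor, had a log2 fold change of -0.88 (standard error 0.148, limma adjusted p = 0.159) and Dll4, a Notch ligand, of -0.70 (standard error 0.177, limma adjusted p = 0.23). Erg passed the regularised Bayesian test (adjusted p = 0.00715). PEC-enriched replicate 1 stood apart from its group in this list, with a mean of 0.09 relative to all arrays against -0.38 and -0.43 in replicates 2 and 3. Of 18 measured podocyte genes, 10 had a higher and 8 a lower mean, with a median of 0.04 (camera adjusted p = 0.443, and adjusted p = 0.83 with an estimated correlation). Tcf21, a podocyte transcription factor, had a log2 fold change of 0.41 (standard error 0.138, limma adjusted p = 0.349). Without PEC-enriched replicate 1 the podocyte list passed, with a median of 0.11 (camera adjusted p = 0.0019), while without PEC-enriched replicate 3 its median was -0.02 (camera adjusted p = 0.557). Of 12 mesangial genes, 10 had a lower mean, with a median of -0.34. The list did not pass (camera adjusted p = 0.0128, and adjusted p = 0.363 with an estimated correlation). It did pass without PEC-enriched replicate 1 (camera adjusted p = 6.14e-07), without PEC-deprived replicate 2 (camera adjusted p = 0.00913) and with the regularised Bayesian test (camera adjusted p = 0.003). Without PEC-enriched replicate 2 its median was -0.15 (camera adjusted p = 0.105) and without PEC-enriched replicate 3 -0.23 (0.142). Gata3, a mesangial transcription factor, had a log2 fold change of -0.64 (standard error 0.379, limma adjusted p = 0.663). It ran from -1.16 to -0.30 when single arrays were left out, and its level on PEC-enriched replicate 1 (10.95) was above that on every PEC-deprived array. All 17 leukocyte genes had a lower mean, with a median of -0.29 (camera adjusted p = 2.63e-05, and adjusted p = 0.21 with an estimated correlation). This median ran from -0.408 to -0.184 over the arrays left out, and PEC-enriched replicate 1 had a mean of 0.10 relative to all arrays. Cd74, of antigen presentation, stood at -0.67 (standard error 0.323, limma adjusted p = 0.548), with a range of -0.99 to -0.28 over the arrays left out. The 11 genes of arteriolar cells and the 14 of interstitial fibroblasts and matrix did not pass as lists, with medians of 0.02 (camera adjusted p = 0.462) and 0.08 (camera adjusted p = 0.0596). The fibroblast list did pass with the regularised Bayesian test (camera adjusted p = 0.00094). Over the arrays left out its median ran from 0.0196 to 0.155 and the arteriolar median from -0.0635 to 0.0516.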

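Leaving out each of the 6 arrays in turn could not reverse a candidate gene, because the groups did not overlap in any of them. It shows only how far the size of a difference depended on single arrays. Fras1 ranged from 1.43 to 1.83 in log2 fold change, Cdh6 from 1.39 to 1.86 and Aldh1a1 from 1.50 to 2.36. The number of probesets past an adjusted p under 0.01 in limma was 0 in all of these fits except that without PEC-deprived replicate 1, where 1 passed. It was Slc12a1, with a log2 fold change of 3.44 (adjusted p = 0.00751 in limma). The spread of Aldh1a1 was 0.868 within the PEC-deprived arrays and 0.195 within the PEC-enriched arrays (SD, n = 3). In arrays simulated from the levels and variances of the 29215 probesets with independent noise, limma with 3 arrays against 3 recovered 89.2% of probesets changed by 1 on the log2 scale and 99.8% of those changed by 2. On the real arrays genes of a cell type move together. There Umod (log2 fold change 2.88, limma adjusted p = 0.162) and Calb1 (2.16, limma adjusted p = 0.166) did not pass. The count of 0 therefore does not show that changes of this size were absent.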

We used a limited number of animals to harvest capsulated and decapsulated glomeruli, but we were still able to detect consistent and significant transcriptional signals. Changes in gene expression do not necessarily imply alterations at the protein level, as has been demonstrated, for example, by Guhr and colleagues in rat PEC cultures [29]. Nevertheless, we confirmed the expression of several candidate proteins in PECs using PCR and immunostaining. We studied PECs under normal, uninjured condition to elucidate the basal biological roles of this cell in glomeruli. The transcriptional state of PECs is likely to be profoundly changed during injury and understanding the molecular consequences of such perturbations remains a future goal.

In summary, we developed a new, rapid isolation method to harvest capsulated glomeruli enriched in PECs and identified transcriptional signatures within this cell population that mapped to distinct functional categories. Several differentially expressed candidates were validated at the protein level using immunohistochemistry. Collectively, our findings implicate PECs as orchestrators of multiple biologic pathways in intact glomeruli and provide a roadmap for all to investigate their role in health and disease.

## Supporting Information

Figure S1 (A) Image of capsulated rat glomerulus obtained from the 90 µm pore fraction, enriched in PECs. (B) Image of a decapsulated rat glomerulus from the 75 µm pore fraction, deprived of PECs.
(PDF) Click here for additional data file.

Figure S2 **qPCR confirmation of select differentially up-regulated candidate genes identified from microarray analysis of PEC-enriched capsulated (n = 3) vs. PEC-deprived decapsulated glomerular isolates (n = 3).**
(PDF) Click here for additional data file.

Figure S3 **Immunohistochemical localization of six PEC-associated candidate proteins (HNF1B, ALDH1A1, CDH6, CLMN, LAD1, WWC1) in human glomeruli using the Human Protein Atlas database.** Arrows depict cytoplasmic or nuclear staining in PECs for each protein.
(PDF) Click here for additional data file.

Table S1 **PCR Primers.**
(PDF) Click here for additional data file.

Table S2 **List of differentially expressed, well-characterized genes between PEC-enriched and PEC-deprived glomerular isolates.** Genes are listed alphabetically.
(PDF) Click here for additional data file.

Table S3 **List of significantly enriched Gene Ontology (GO) categories based on differentially expressed genes between PEC-enriched and PEC-deprived glomerular isolates.** GO categories have been organized into biologic process, cellular component and molecular function.
(PDF) Click here for additional data file.

Table S4 **Alphabetical list of differentially expressed genes mapping to developmental processes.**
(PDF) Click here for additional data file.

# Supplementary material for: Transcriptional Landscape of Glomerular Parietal Epithelial Cells
**Source:** PLoS One. 2014 Aug 15;9(8):e105289. doi: 10.1371/journal.pone.0105289

**Supplemental Figure 1.** (A) Image of capsulated rat glomerulus obtained from the 90 $\mu$ m pore fraction, enriched in PECs. (B) Image of a decapsulated rat glomerulus from the 75 $\mu$ m pore fraction, deprived of PECs.

Capsulated  
Glomerulus  
(PEC enriched)

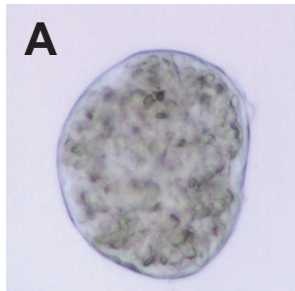

De-Capsulated  
Glomerulus  
(PEC deprived)

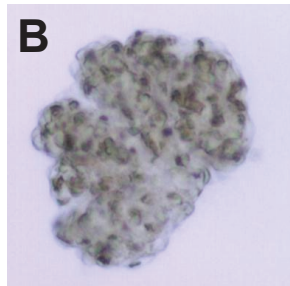

**Supplement:** Figure S1 — (A) Image of capsulated rat glomerulus obtained from the 90 µm pore fraction, enriched in PECs. (B) Image of a decapsulated rat glomerulus from the 75 µm pore fraction, deprived of PECs.

# Supplementary material for: Transcriptional Landscape of Glomerular Parietal Epithelial Cells
**Source:** PLoS One. 2014 Aug 15;9(8):e105289. doi: 10.1371/journal.pone.0105289

**Supplemental Figure 2.** qPCR confirmation of select differentially up-regulated candidate genes identified from microarray analysis of PEC-enriched capsulated (n = 3) vs. PEC-deprived decapsulated glomerular isolates (n = 3).

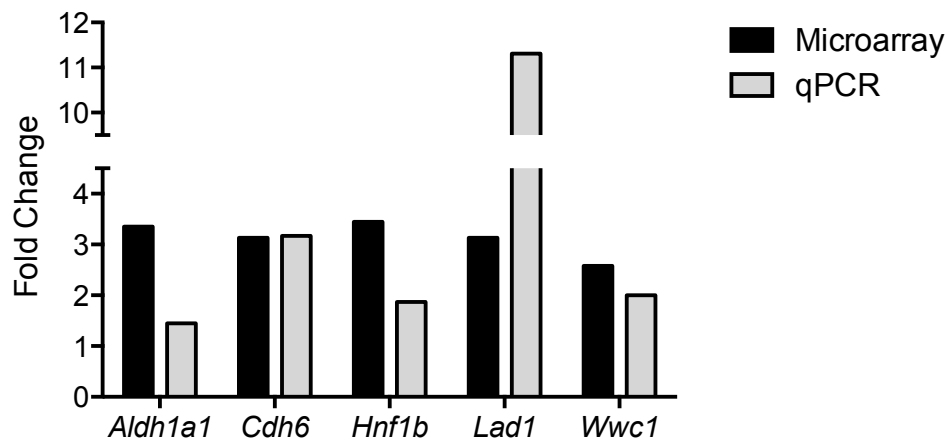

**Supplement:** Figure S2 — qPCR confirmation of select differentially up-regulated candidate genes identified from microarray analysis of PEC-enriched capsulated (n = 3) vs. PEC-deprived decapsulated glomerular isolates (n = 3).

# Supplementary material for: Transcriptional Landscape of Glomerular Parietal Epithelial Cells
**Source:** PLoS One. 2014 Aug 15;9(8):e105289. doi: 10.1371/journal.pone.0105289

**Supplemental Figure 3.** Immunohistochemical localization of six PEC-associated candidate proteins (HNF1B, ALDH1A1, CDH6, CLMN, LAD1, WWC1) in human glomeruli using the Human Protein Atlas database. Arrows depict cytoplasmic or nuclear staining in PECs for each protein.

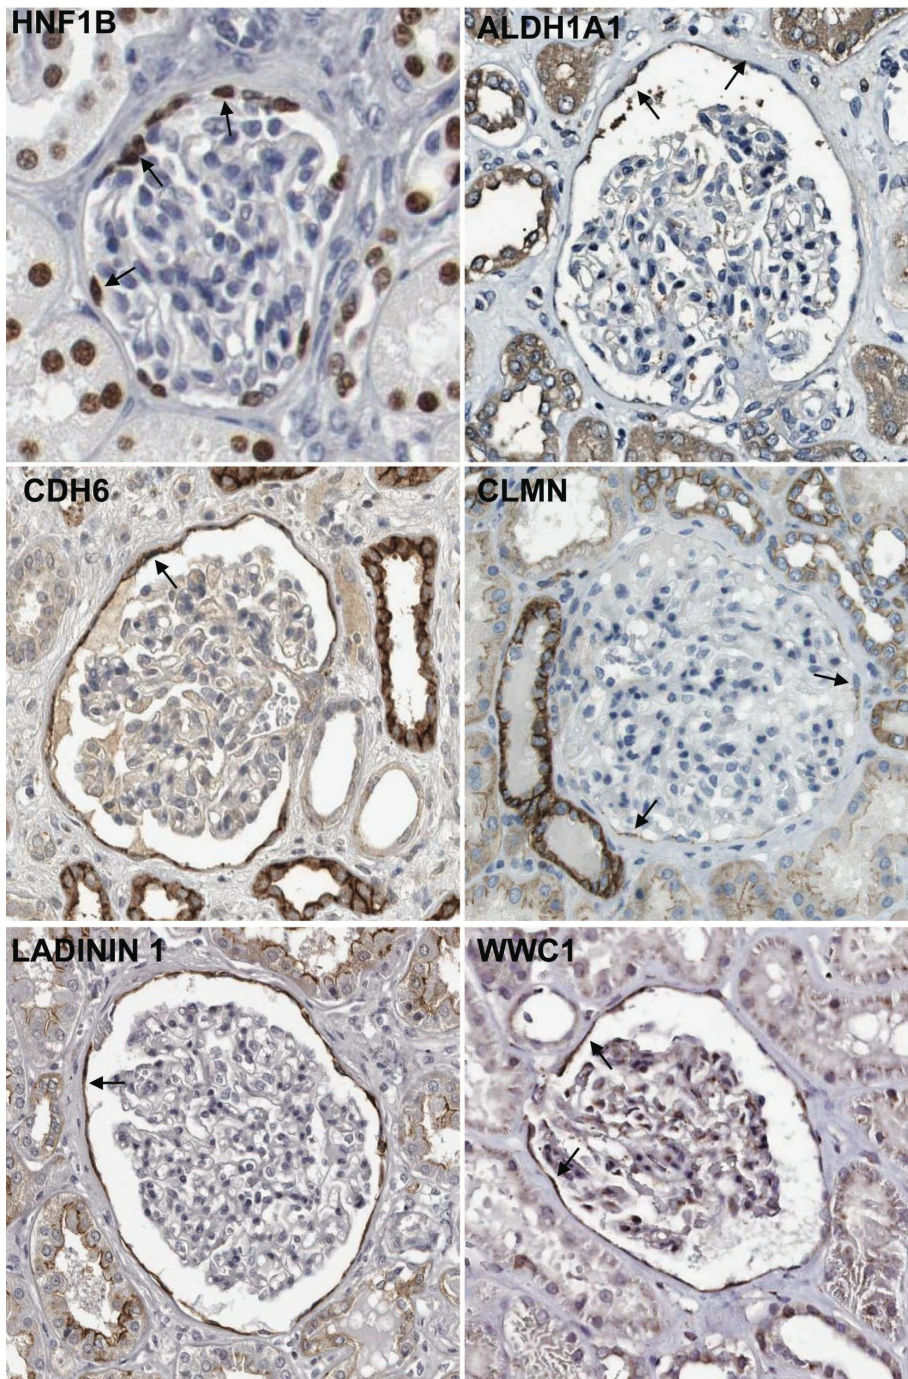

**Supplement:** Figure S3 — Immunohistochemical localization of six PEC-associated candidate proteins (HNF1B, ALDH1A1, CDH6, CLMN, LAD1, WWC1) in human glomeruli using the Human Protein Atlas database. Arrows depict cytoplasmic or nuclear staining in PECs for each protein.

# Supplementary material for: Transcriptional Landscape of Glomerular Parietal Epithelial Cells
**Source:** PLoS One. 2014 Aug 15;9(8):e105289. doi: 10.1371/journal.pone.0105289
**Supplement:** Table S1 — PCR Primers.

**Supplementary Table 1. PCR Primers**

| <i>Gene</i>     | <i>Forward</i>            | <i>Reverse</i>             |
|-----------------|---------------------------|----------------------------|
| <i>HNF1b</i>    | GAAAGCAACGGGAGATCCTC      | CCTCCACTAAGGCCTCCCTC       |
| <i>Aldh1a1</i>  | CCTCTCACATGGATGTGACAA     | TCCCACTCTCAATGAGATCGAGTATT |
| <i>CDH6</i>     | CTAGTGGCTTCCCAGCAAAG      | CGTGACTTGGACCACAAATG       |
| <i>Cdh11</i>    | ACCAGATGTCTGTGTCAGA       | GTCATCCTTGTGTCATCTGCA      |
| <i>Cdkl1</i>    | CAAACCAGCGAGGAAGACTC      | AGGCTTTTGCCTTCTTCTCC       |
| <i>Fras1</i>    | CAGATGTCTTAGCTGTGCTGAGAAG | TTGGCAGACAGTGGCCTTGACGAAG  |
| <i>Pax8</i>     | CGTATTCCTCCTACAGTGAGG     | CTGGAACTCCTGTCACTCACA      |
| <i>Tcfcp2l1</i> | GTCAGGAGCTGGAGCAAAAC      | ACCGCTGGCTTTCTTCTGTA       |
| <i>Calmin</i>   | CCTTGAAGAAACTCCAGCG       | AAGCAGTAAACGAGGAGCCA       |
| <i>Prelp</i>    | CTTCTAGCTGGCTCTCTGCT      | CGGGAGCTCAGTGATGAAGTT      |
| <i>Iadinin1</i> | GCGACACCTCTTTGAGAAGG      | GCAAGAGTCAAGGGTTCTGC       |
| <i>Wwc1</i>     | AGAGGTGGAGCAACTGGAGA      | CAGGGCTACTGCCTGAAGAC       |
| <i>Gapdh</i>    | ACTGGTGTCTTCACCACCATGGAG  | ACACGGAAGGCCATGCCAGTGAGC   |

# Supplementary material for: Transcriptional Landscape of Glomerular Parietal Epithelial Cells
**Source:** PLoS One. 2014 Aug 15;9(8):e105289. doi: 10.1371/journal.pone.0105289
**Supplement:** Table S2 — List of differentially expressed, well-characterized genes between PEC-enriched and PEC-deprived glomerular isolates. Genes are listed alphabetically.

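Each row of this table gives a gene's Entrez ID and the log2 of its mean level in PEC-enriched over PEC-deprived isolates, so that a positive value is higher with the capsule. The table holds 276 rows for 270 different Entrez IDs. The values computed here for the brightest probeset of 232 of these genes had the same sign in all 232. The table's values are log2 ratios of means on the linear scale. Averaged that way, the values here lay within 0.001 of the table's for 227 of the 232 genes, with a largest difference of 0.489. As differences of mean log2 values, used elsewhere in the text, 10 lay within 0.001, the median absolute difference was 0.0199 and the largest 0.484. The table gives no standard errors or p-values.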

**Supplementary Table 2.** List of differentially expressed, well-characterized genes between PEC-enriched and PEC-deprived glomerular isolates. Genes are listed alphabetically.

|         |        |        |                                                                                    |
|---------|--------|--------|------------------------------------------------------------------------------------|
| Slc44a4 | 294255 | 1.044  | solute carrier family 44, member 4                                                 |
| Slc4a1  | 24779  | 0.758  | solute carrier family 4 (anion exchanger), member 1                                |
| Slc4a4  | 84484  | 1.020  | solute carrier family 4, sodium bicarbonate cotransporter, member 4                |
| Slc4a9  | 266612 | 0.938  | solute carrier family 4, sodium bicarbonate cotransporter, member 9                |
| Slc7a7  | 83509  | 1.012  | solute carrier family 7 (amino acid transporter light chain, y+L system), member 7 |
| Slit2   | 360272 | 1.160  | slit homolog 2 (Drosophila)                                                        |
| Slit3   | 83467  | 0.940  | slit homolog 3 (Drosophila)                                                        |
| Smtnl2  | 679629 | 0.993  | smoothelin-like 2                                                                  |
| Snrk    | 170837 | -0.560 | SNF related kinase                                                                 |
| Sord    | 24788  | 0.935  | sorbitol dehydrogenase                                                             |
| Sorl1   | 300652 | 0.767  | sortilin-related receptor, LDLR class A repeats-containing                         |
| Sostdc1 | 266803 | 1.403  | sclerostin domain containing 1                                                     |
| Spink1  | 266602 | 1.274  | serine peptidase inhibitor, Kazal type 1                                           |
| Spint1  | 311331 | 0.767  | serine peptidase inhibitor, Kunitz type 1                                          |
| Spint2  | 292770 | 0.830  | serine peptidase inhibitor, Kunitz type, 2                                         |
| Spta1   | 289257 | 0.976  | spectrin, alpha, erythrocytic 1 (elliptocytosis 2)                                 |
| St14    | 114093 | 0.721  | suppression of tumorigenicity 14 (colon carcinoma)                                 |
| Stk32b  | 305431 | 0.792  | serine/threonine kinase 32B                                                        |
| Sytl2   | 361604 | 0.874  | synaptotagmin-like 2                                                               |
| Tagln   | 25123  | 0.738  | transgelin                                                                         |
| Tfcp2l1 | 304741 | 1.386  | transcription factor CP2-like 1                                                    |
| Tfrc    | 64678  | 0.754  | transferrin receptor                                                               |
| Tinag   | 300846 | 1.206  | tubulointerstitial nephritis antigen                                               |
| Tmem171 | 293634 | 0.756  | transmembrane protein 171                                                          |
| Tmem2   | 309400 | -0.665 | transmembrane protein 2                                                            |
| Tmem27  | 57395  | 1.324  | transmembrane protein 27                                                           |
| Tmem72  | 362424 | 0.909  | transmembrane protein 72                                                           |
| Tmprss2 | 156435 | 1.280  | transmembrane protease, serine 2                                                   |
| Umod    | 25128  | 2.605  | uromodulin                                                                         |
| Upp1    | 289801 | -0.573 | uridine phosphorylase 1                                                            |
| Wwc1    | 303039 | 1.366  | WW and C2 domain containing 1                                                      |
| Xpnpep2 | 117522 | 1.082  | X-prolyl aminopeptidase (aminopeptidase P) 2, membrane-bound                       |

# Supplementary material for: Transcriptional Landscape of Glomerular Parietal Epithelial Cells
**Source:** PLoS One. 2014 Aug 15;9(8):e105289. doi: 10.1371/journal.pone.0105289
**Supplement:** Table S3 — List of significantly enriched Gene Ontology (GO) categories based on differentially expressed genes between PEC-enriched and PEC-deprived glomerular isolates. GO categories have been organized into biologic process, cellular component and molecular function.

**Supplementary Table 3.** List of significantly enriched Gene Ontology (GO) categories based on differentially expressed genes between PEC-enriched and PEC-deprived glomerular isolates. GO categories have been organized into biologic process, cellular component and molecular function.

|                    |                                                                |       |          |          |
|--------------------|----------------------------------------------------------------|-------|----------|----------|
| cellular component | recycling endosome membrane                                    | 10.50 | 5.00E-04 | 6.10E-03 |
| cellular component | cell                                                           | 1.11  | 5.00E-04 | 6.10E-03 |
| cellular component | cell part                                                      | 1.11  | 5.00E-04 | 6.10E-03 |
| cellular component | lateral plasma membrane                                        | 8.02  | 4.00E-04 | 6.10E-03 |
| cellular component | vacuolar proton-transporting V-type ATPase complex             | 15.75 | 8.00E-04 | 9.10E-03 |
| molecular function | cofactor binding                                               | 3.96  | 1.45E-06 | 3.00E-04 |
| molecular function | retinal dehydrogenase activity                                 | 33.44 | 2.79E-06 | 3.00E-04 |
| molecular function | carboxylic acid binding                                        | 4.40  | 3.71E-06 | 3.00E-04 |
| molecular function | NADP binding                                                   | 9.99  | 5.31E-06 | 3.00E-04 |
| molecular function | anion transmembrane transporter activity                       | 4.03  | 5.04E-06 | 3.00E-04 |
| molecular function | ion transmembrane transporter activity                         | 2.44  | 7.54E-06 | 4.00E-04 |
| molecular function | catalytic activity                                             | 1.39  | 2.20E-05 | 8.00E-04 |
| molecular function | ion binding                                                    | 1.42  | 2.12E-05 | 8.00E-04 |
| molecular function | substrate-specific transporter activity                        | 2.20  | 2.05E-05 | 8.00E-04 |
| molecular function | substrate-specific transmembrane transporter activity          | 2.26  | 3.30E-05 | 1.00E-03 |
| molecular function | transmembrane transporter activity                             | 2.18  | 4.41E-05 | 1.20E-03 |
| molecular function | transporter activity                                           | 2.03  | 4.57E-05 | 1.20E-03 |
| molecular function | anion:cation symporter activity                                | 11.70 | 5.60E-05 | 1.40E-03 |
| molecular function | coenzyme binding                                               | 3.84  | 7.21E-05 | 1.50E-03 |
| molecular function | oxidoreductase activity                                        | 2.29  | 6.94E-05 | 1.50E-03 |
| molecular function | inorganic cation transmembrane transporter activity            | 2.63  | 1.00E-04 | 2.00E-03 |
| molecular function | chloride transmembrane transporter activity                    | 5.85  | 2.00E-04 | 3.70E-03 |
| molecular function | phenylalanine 4-monooxygenase activity                         | 58.52 | 3.00E-04 | 5.30E-03 |
| molecular function | inorganic anion transmembrane transporter activity             | 4.46  | 4.00E-04 | 6.70E-03 |
| molecular function | identical protein binding                                      | 1.98  | 5.00E-04 | 6.90E-03 |
| molecular function | cation transmembrane transporter activity                      | 2.29  | 5.00E-04 | 6.90E-03 |
| molecular function | vitamin binding                                                | 4.33  | 5.00E-04 | 6.90E-03 |
| molecular function | NADPH binding                                                  | 17.56 | 5.00E-04 | 6.90E-03 |
| molecular function | metal ion transmembrane transporter activity                   | 2.63  | 6.00E-04 | 7.60E-03 |
| molecular function | monovalent inorganic cation transmembrane transporter activity | 2.77  | 6.00E-04 | 7.60E-03 |
| molecular function | long-chain fatty acid binding                                  | 15.96 | 7.00E-04 | 7.70E-03 |
| molecular function | calcium ion binding                                            | 2.29  | 7.00E-04 | 7.70E-03 |
| molecular function | anion binding                                                  | 1.56  | 7.00E-04 | 7.70E-03 |
| molecular function | retinal binding                                                | 15.96 | 7.00E-04 | 7.70E-03 |

# Supplementary material for: Transcriptional Landscape of Glomerular Parietal Epithelial Cells
**Source:** PLoS One. 2014 Aug 15;9(8):e105289. doi: 10.1371/journal.pone.0105289
**Supplement:** Table S4 — Alphabetical list of differentially expressed genes mapping to developmental processes.

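The table is a subset of the differentially expressed genes, with the same kind of value per gene. Averaged on the linear scale, the values here lay within 0.001 of the table's log2 fold change for 67 of the 69 genes matched, with a largest difference of 0.47. Dll4, the Notch ligand given with the endothelial genes, is among its members with a negative value.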

**Supplementary Table 4.** Alphabetical list of differentially expressed genes mapping to developmental processes.

|         |        |        |                                                                             |
|---------|--------|--------|-----------------------------------------------------------------------------|
| L1cam   | 50687  | 1.251  | L1 cell adhesion molecule                                                   |
| Lox     | 24914  | 1.126  | lysyl oxidase                                                               |
| Map7    | 293016 | 0.822  | microtubule-associated protein 7                                            |
| Mme     | 24590  | 1.139  | membrane metallo-endopeptidase                                              |
| Myh11   | 24582  | 0.856  | myosin, heavy chain 11, smooth muscle                                       |
| Nav2    | 171563 | 0.816  | neuron navigator 2                                                          |
| Ncs1    | 65153  | 0.956  | neuronal calcium sensor 1                                                   |
| Ndrp1   | 299923 | 0.949  | N-myc downstream regulated 1                                                |
| Ndrp2   | 171114 | 0.696  | N-myc downstream regulated gene 2                                           |
| Nos1    | 24598  | 0.823  | nitric oxide synthase 1, neuronal                                           |
| Pax2    | 293992 | 0.697  | paired box 2                                                                |
| Pax8    | 81819  | 1.552  | paired box 8                                                                |
| Pdgfr   | 79429  | 1.119  | platelet derived growth factor C                                            |
| Plau    | 25619  | 1.654  | plasminogen activator, urokinase                                            |
| Prkcz   | 25522  | 0.815  | protein kinase C, zeta                                                      |
| Prss8   | 192107 | 1.111  | protease, serine, 8                                                         |
| Ptpn22  | 360406 | 1.040  | protein tyrosine phosphatase, receptor type, F                              |
| Ramp2   | 58966  | -0.645 | receptor (G protein-coupled) activity modifying protein 2                   |
| Rbp1    | 25056  | 1.171  | retinol binding protein 1, cellular                                         |
| Ren     | 24715  | 1.544  | renin                                                                       |
| S1pr1   | 29733  | -0.642 | sphingosine-1-phosphate receptor 1                                          |
| Slc12a1 | 25065  | 2.566  | solute carrier family 12 (sodium/potassium/chloride transporters), member 1 |
| Slit2   | 360272 | 1.160  | slit homolog 2 (Drosophila)                                                 |
| Slit3   | 83467  | 0.940  | slit homolog 3 (Drosophila)                                                 |
| Sostdc1 | 266803 | 1.403  | sclerostin domain containing 1                                              |
| Spint1  | 311331 | 0.767  | serine peptidase inhibitor, Kunitz type 1                                   |
| Spta1   | 289257 | 0.976  | spectrin, alpha, erythrocytic 1 (elliptocytosis 2)                          |
| Tagln   | 25123  | 0.738  | transgelin                                                                  |
| Tfcp2l1 | 304741 | 1.386  | transcription factor CP2-like 1                                             |
| Tfrc    | 64678  | 0.754  | transferrin receptor                                                        |
| Umod    | 25128  | 2.605  | uromodulin                                                                  |

How the deposited data were processed for this re-analysis (not part of the article)

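Gene expression was measured in glomerular isolates of rats on 6 Affymetrix arrays, 3 of PEC-enriched isolates (capsulated glomeruli, 90 µm sieve) and 3 of PEC-deprived isolates (decapsulated glomeruli, 75 µm sieve). The authors adjusted the background, applied quantile normalization to log-transformed intensities and summarized each probeset with RMA, which the submitters' processing notes also name. The software, its version and the probeset definition are not given in the sources used here. The deposited values are log2 expression values, 1 per probeset and array. The base of the logarithm is not stated for the table and was settled from Table S2, as described with the data. Scanner files and detection calls were not used here, so signal over background is unknown. No column of per-sample values was left out.

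The comparison was made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate) on all 29215 probesets, with Benjamini-Hochberg adjustment and a threshold of 0.01. The methods of the study name a Bayesian t-test with the same adjustment and threshold. Log2 fold changes are PEC-enriched minus PEC-deprived. Gene symbols came from the platform annotation of 2016, updated through Entrez IDs to current RefSeq symbols of the GRCr8 assembly, which was used for names only. Probesets with several symbols were not named. Genes not matched to a probeset with 1 symbol were not analysed here. Principal components were computed over all probesets, centred and not scaled. Replicates were compared before averaging. No arrays were identical, and correlations between arrays lay between 0.9816 and 0.9937.

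Before the data were examined, 24 gene lists (cell types of the cortex, tubule segments, tight junction, kidney development, metabolism, stress, proliferation, basement membrane, progenitor and reference genes) and 5 gene families were fixed and compared with all other genes by camera, with Benjamini-Hochberg adjustment over lists and families together. Differences between lists were given with a 95% bootstrap interval over genes (10000 resamples), and genes of a list are not independent replicates. Named genes were those of the paper's text, and, of each list, up to 2 members with the largest absolute log2 fold change where none passed the threshold, which was the case for every list. The 10 highest and 10 lowest genes past the threshold would also have been named, but none passed. The log2 fold changes of Tables S2 and S4 had been read before this rule was written. Lists of clock genes and of glucocorticoid-induced genes were added after the data were seen.

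Alternatives set beforehand were the replicate number as a block, an intensity trend, a regularised t-test with a local variance prior (prior weight 10, called the regularised Bayesian test in the text), array weights, only probesets above the median level, only probesets with 1 symbol, median centring, cyclic loess, an adjusted p under 0.05, a 2-fold minimum, the mean of all probesets of a gene, subtraction of Gapdh for the candidate genes, and each array left out in turn. Prior weights of 3 and 6 and an unadjusted p under 0.01 were added after the data were seen. The tests were checked on 5 simulated data sets with the levels and variances of the real probesets and 200 changed probesets each. limma recovered 89.2% of changes of 1 and 99.8% of changes of 2 on the log2 scale, and 2.38% of its calls were false. The regularised t-test recovered 95.6% and 100%, and 6.5% of its calls were false. Both shares exceed the 1% that the threshold allows. The noise in these simulations was independent between probesets, which differs from arrays on which genes of a cell type move together. Figures were drawn with matplotlib 3.10.9.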

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

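On the arrays that the paper analyses, lists of genes for tubule segments, which it does not examine as lists, and of energy genes stood higher in PEC-enriched isolates. The paper's Gene Ontology table does name the proton ATPase complex and oxidoreductase activity, and its Table 1 gives tubules of 9%, 9% and 7% in the 90 µm preparations and of 12%, 0% and 1% in the 75 µm preparations. The tests named below were set before the data were examined, but the rule for reading the dilution test was made stricter after its value was seen. The rule for a tubule segment at the vascular pole was also not applied as written. The median log2 fold changes were 1.05 for the proximal tubule, 1.01 for the thick ascending limb and macula densa, 0.77 for intercalated cells, 0.32 for collecting duct principal cells and 0.21 for the distal convoluted and connecting tubule. Over probesets above the median level the last 2 were 0.576 and 0.559. Oxidative phosphorylation had a median of 0.35 and the vacuolar proton ATPase one of 0.22, with all 20 of its measured genes higher in mean (camera adjusted p = 4.3e-09). These calls came from the preset correlation, and with an estimated correlation each had an adjusted p of 0.204. Of the 14 thick ascending limb genes 11 are in Table S2, as are 9 of the 25 proximal tubule genes and 7 of the 14 intercalated cell genes, so part of these lists was picked by the study from the same arrays.

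Tubule genes are the first pattern weighed. Tubule fragments carried over without regard to segment would raise the proximal tubule and the thick ascending limb alike. Their medians differed by -0.0392 (95% bootstrap interval over genes -0.362 to 0.809), inside the bound of 0.3 set beforehand but with an interval that reaches past it, so the explanation is neither excluded nor borne out. With the members shared with Table S2 left out, 3 thick ascending limb genes lay below 16 proximal tubule genes by 0.863 (difference -0.863, interval -0.924 to -0.607). This decides nothing, because it leaves out genes that the study selected for change on the same arrays. A tubule segment attached at the vascular pole would put the thick ascending limb above every other segment. It lay above principal cells by 0.69 (interval 0.25 to 1.62), but above intercalated cells by 0.24 (interval -0.13 to 1.25). Its median was not above that of the proximal tubule, while its mean was (1.27 against 1.02). Over arrays that difference in means was 0.251 (exact permutation test p = 0.5). As worded beforehand, an interval for the difference in medians from the proximal tubule that includes 0 would exclude such a segment. That wording was wrong, since an interval reaching 0.809 includes 0 through its width and leaves room for a higher thick ascending limb. The comparison without Table S2 members leaves out genes that the study called. So a segment at the vascular pole stays open too, as does expression of these genes by PECs themselves, which was not tested. The tubule shares that Table 1 gives overlap between the fractions, with the highest in a 75 µm preparation, and the preparations could not be tied to single arrays.

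Endothelial against podocyte genes are the second pattern. If tuft RNA were diluted by RNA of capsule and tubule, podocyte, mesangial and endothelial genes would fall alike. The podocyte median lay above the endothelial median by 0.49 (interval over genes 0.35 to 0.61, exact permutation test over arrays p = 0.3), and by the bound of 0.2 as written beforehand, with an interval over genes, dilution as the whole explanation would be excluded. That bound was wrong in its spread, since genes of a list move together on an array and an interval over genes leaves out the variation between arrays. In mean differences every podocyte gene (lowest log2 fold change -0.16) lay above every endothelial gene (highest -0.24). On PEC-enriched replicates 2 and 3 podocyte genes (0.127 and 0.147 relative to all arrays) lay above endothelial genes (-0.381 and -0.428). Dilution alone would not give this on these arrays. On PEC-enriched replicate 1, however, podocyte genes (-0.221 relative to all arrays) lay below endothelial genes (0.0854), as on the PEC-deprived arrays. After the value was seen, the bound was therefore asked of each array left out. The interval reached below 0.2 only without PEC-enriched replicate 3, where the difference was 0.334 (interval 0.182 to 0.437). Without PEC-enriched replicate 1 the difference was 0.748 (interval 0.642 to 0.914, exact permutation test p = 0.1), which goes further against dilution. Without PEC-enriched replicate 2 it was 0.414 (interval 0.266 to 0.471). Without single PEC-deprived arrays it ran from 0.474 to 0.551, with each interval above 0.2. The podocyte median lay above the mesangial median by 0.376 (interval 0.103 to 0.497), an interval that reaches below 0.2. Over all arrays dilution and a difference in tuft composition cannot be told apart, because 3 arrays against 3 do not set the difference apart from the variation between arrays.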

How the results depend on the processing

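The prior weights of 3 and 6, the unadjusted p under 0.01, the subtraction of Gapdh beyond the candidates and the count of splits for it and for the regularised t-test were chosen after the data were seen. The log2 fold changes of the genes named kept their sign in the settings run for them. For genes without overlap between the groups, leaving out an array cannot change the sign. limma called 0 probesets, 0 genes, 0 genes of Table S2, 0 of Table S4 and 0 candidates, and at an unadjusted p under 0.05 there were 3048 probesets. It also called 0 with an intensity trend, array weights, both probeset filters, median centring, cyclic loess, an adjusted p under 0.05 and a 2-fold minimum. Each of these was run alone, and the threshold of 0.05 was applied over all 29215 probesets only. With only probesets with 1 gene symbol the smallest limma adjusted p was 0.0399, so the adjusted p depends on which probesets are tested. The regularised t-test at prior weight 10 called 119 probesets, 90 genes, 87 genes of Table S2, 31 of Table S4 and 9 candidates. At prior weight 6 it called 1 probeset and 1 gene (Cldn16), and at 3 it called 0. The unadjusted p under 0.01 took 957 probesets, 672 genes, 223 genes of Table S2 and 67 of Table S4. With each array minus its Gapdh value, limma called 8 candidates, 59 probesets, 48 genes, 45 genes of Table S2 and 18 of Table S4. Leaving out single arrays gave 0 to 1 probesets, genes, genes of Table S2 and genes of Table S4, the 1 being Slc12a1 without PEC-deprived replicate 1. The cause of these differences was not tested.

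With the replicate number as a block limma called 0 probesets (smallest adjusted p 0.0739 against 0.152 without it). Deviations of same-numbered arrays correlated at -0.029, 0.052 and 0.1, not all of the PEC-enriched arrays correlated best with their own number (2 of 3), and the arrays were not treated as pairs. On the second principal component replicates 2 (-17.1 and -21.5) and 3 (15.6 and 18.5) did lie beside their numbers, while replicates 1 (-3.21 and 7.67) did not, so a shared source is not excluded. The block brought the mesangial list past the threshold (median -0.338, adjusted p = 0.00557) and changed no other list's call.

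Of 24 lists, 14 passed camera's threshold, 11 higher and 3 lower, and 5 of 5 families. The families are not independent of the study, since each has members in Table S2. These number 17 of 315 for Slc, 5 of 24 for Cldn, 3 of 7 for Gimap, 1 of 3 for Cyp4a and 2 of 15 for Aldh. With an estimated correlation 0 lists and 0 families passed. Their medians, which that setting does not move, are 0.679 for PECs, -0.454 for endothelium, 1.05 for the proximal tubule, 1.01 for the thick ascending limb, 0.213 for the distal tubule, 0.32 for principal cells, 0.77 for intercalated cells, -0.285 for leukocytes, -0.389 for immediate early genes, 0.155 for tight junctions, 0.0846 for kidney development, 0.829 for amino and organic acid metabolism, 0.35 for oxidative phosphorylation, 0.22 for the proton ATPase, 0.0797 for Slc, 0.0863 for Cldn, -0.518 for Gimap, 1.07 for Cyp4a and 0.106 for Aldh. Without single arrays 14 to 16 lists and 4 to 5 families passed. With only probesets above the median level 3 families passed. Tight junctions (median 0.0722, camera adjusted p = 0.0645), Cldn (median 0.17, camera adjusted p = 0.014) and Cyp4a (median 0.996, camera adjusted p = 0.0364) did not. Cyclic loess ended the Aldh call (median 0.117, camera adjusted p = 0.0135). Leaving out PEC-enriched replicate 2 (camera adjusted p = 0.0238) or PEC-deprived replicate 3 (camera adjusted p = 0.012) did so too. Without PEC-enriched replicate 3 the Cldn call ended (camera adjusted p = 0.0404). The mesangial list also passed with the regularised t-test and at an adjusted p under 0.05 (median -0.338), and the fibroblast list with the regularised t-test (median 0.0813). Without single arrays the medians ran from -0.365 to -0.148 for mesangial cells, -0.0218 to 0.113 for podocytes, -0.0153 to 0.262 for proliferation, 0.0376 to 0.201 for Cldn, 0.0845 to 0.292 for Aldh, -0.408 to -0.184 for leukocytes, 0.121 to 0.317 for the distal tubule, 0.0879 to 0.203 for tight junctions, 0.012 to 0.173 for erythroid cells, 0.0212 to 0.0753 for reference genes, 0.0196 to 0.155 for fibroblasts, 0.0749 to 0.14 for kidney development, 0.0515 to 0.0924 for Slc, 0.685 to 1.46 for Cyp4a, -0.0635 to 0.0516 for arteriolar cells, -0.037 to 0.0654 for retinoic acid genes, -0.0227 to 0.127 for basement membrane and -0.0272 to 0.17 for progenitor markers. Medians near 0 also changed sign with only probesets above the median level, to -0.00391 for arteriolar cells and -0.0354 for fibroblasts, and with cyclic loess, to 0.002 for progenitor markers.

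The first principal component held 29.0% of the variance with unit variance, 57.7% over the 1000 most variable probesets, 50.7% over probesets above the median level and 41.8% to 46.8% without single arrays, and the groups did not overlap on it in any of these. The thick ascending limb minus proximal tubule median was 0.0754 over probesets above the median level and -0.259 to 0.281 without single arrays. No share of higher genes could be given for limma, which called none, and a 2-fold minimum has no meaning for a list's rank. Signal over background was not known for these arrays.

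In other splits of the arrays into 3 and 3, limma called 0 probesets in the real split and at most 0 in another. At an unadjusted p under 0.01 the real split gave 957 and the highest other 405, and the regularised t-test 119 against 11. The number of splits as large was 10, 1 and 1 of 10, and 10 splits are too few to give a share under 0.05.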

Differences from the paper's values

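The paper reports 334 differentially expressed probesets at an adjusted p under 0.01, and limma called 0 at that threshold. The paper gives 276 genes, against 0. Table S4 of the paper holds 80 genes, of which limma called 0, and the paper selected 12 candidates above 2-fold, of which 0 passed here, with 9 measured. None of the alternatives set before the data were examined brought the counts of probesets, genes or Table S4 genes near the paper's. A test on linear values, the scale of the paper's fold changes, was not among them and was not run. For the candidates the regularised t-test (9) and the subtraction of Gapdh (8) lie within 1.5 times of the paper's 12. The other alternatives set beforehand (0) do not. An unadjusted p under 0.01, chosen afterwards, also took 9 candidates. The regularised t-test called 119 probesets, 90 genes, 87 of them in Table S2, and 31 genes of Table S4. The subtraction of Gapdh was set beforehand for the candidates only. Its counts over all probesets, looked at after the data were seen, were 59 probesets, 48 genes, 45 genes of Table S2 and 18 of Table S4. Without PEC-deprived replicate 1 limma called Slc12a1. The unadjusted p under 0.01, chosen after the values were seen, took 957 probesets and 672 genes, which exceed the paper's counts. It took 223 of the 232 matched genes of Table S2 and dropped 9, and 67 of the 69 matched genes of Table S4 and dropped 2. A prior weight of 6, also chosen afterwards, called Cldn16.

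The fold changes match on one scale. The share of Table S2 genes with a higher mean was 85.8%, against the paper's 87%. The paper's tables hold log2 ratios of means on the linear scale, while the fold changes given here are differences of mean log2 values. For the 15 genes named in the paper's text and matched in Table S2 these differed by less than the larger SD within a group, the largest difference being Aldh1a1 at 1.91 here, 1.744 on the table's scale and 1.744 in the paper's table. On that scale 227 of 232 genes of Table S2 lay within 0.001 of the paper's values.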

Other observations

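The clock and glucocorticoid lists below were written after clock genes had been seen lower, and the rules for reading the arteriole test were made stricter after its value was seen. Some lists set beforehand did not pass. The 11 measured proliferation genes had a median log2 fold change of 0.14 (camera adjusted p = 0.0981). Without PEC-enriched replicate 3 this list passed with a median of 0.262 (camera adjusted p = 0.00269), and without PEC-enriched replicate 1 its median was -0.0153. Ccnb1, a mitotic cyclin, stood at 0.36 (standard error 0.139, limma adjusted p = 0.42), and at 0.22 without PEC-enriched replicate 1. The 6 measured erythroid genes had a median of 0.12 (camera adjusted p = 0.13; 0.012 without PEC-deprived replicate 2), the 13 measured basement membrane genes one of 0.05 (camera adjusted p = 0.13), and the 13 measured reference genes one of 0.05 (camera adjusted p = 0.0814), with Tfrc, the transferrin receptor, at 0.77 (standard error 0.174, limma adjusted p = 0.2). Tinag, a basement membrane protein of tubules, had a log2 fold change of 1.24 (standard error 0.381, limma adjusted p = 0.317). Efemp1, a matrix protein, stood at 1.45 (standard error 0.247, limma adjusted p = 0.159) although the fibroblast list did not pass.

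Genes of the daily clock are the third pattern weighed, found in the list of lowest genes. Of the 8 measured genes in phase with Dbp, 7 had been seen lower before the list was written. The median was -0.97, and none passed an adjusted p under 0.01 in limma. Relative to all arrays, the genes in phase with Dbp had means of 1.06 and 0.82 on PEC-deprived replicates 2 and 3 and of -0.39 on PEC-deprived replicate 1, beside -0.31, -0.74 and -0.43 on the PEC-enriched arrays. Genes of the opposite phase had means of -0.36 and -0.42 on PEC-deprived replicates 2 and 3, 0.22 on PEC-deprived replicate 1 and 0.00, 0.41 and 0.14 on the PEC-enriched arrays. A candidate explanation is that rats were killed at different times of day, and the opposite-phase median was 0.267 (interval 0.02 to 0.87, 5 genes), past the bound of 0.2 written before these genes were looked at. A second condition, a lower median of unseen genes in phase with Dbp, rested on 1 measured gene (Per2, log2 fold change -0.45), and the rule for reading the test asked for more than 1, which the written bound had not. PEC-deprived replicate 1 lay with the PEC-enriched arrays, so the pattern did not follow the isolate on every array, and time of day stays open because harvest times were not used here and 1 array excludes nothing. A lower glucocorticoid response had a median of -0.143 over 8 induced genes (interval -0.399 to 0.796), above the bound of -0.15 that would count against it but with an interval that spans it, which leaves it open. No other biological explanation was tested.

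Arteriole stumps on capsulated glomeruli would raise smooth muscle genes above mesangial genes. Their medians differed by 0.357 (interval 0.0446 to 0.555), and the smooth muscle median lay above 0, which meets the test as written beforehand. After this was seen the list was also asked to pass camera's threshold, which it did not. Its median was 0.0195 and changed sign with only probesets above the median level (-0.00391), and in 4 of the 6 fits with an array left out. Of its 11 genes 6 had a higher and 5 a lower mean, and 2 were higher when adjusted over the list alone. Its member Myh11 had a log2 fold change of 0.83 (standard error 0.173, limma adjusted p = 0.182) and Tagln one of 0.72 (standard error 0.154, limma adjusted p = 0.183). Both had no overlap between the groups. The interval of the difference included 0 without PEC-enriched replicate 2 (difference 0.145, -0.0519 to 0.439) and without PEC-enriched replicate 3 (0.179, -0.07 to 0.491). The difference ran from 0.145 to 0.409 over the arrays left out, so the question stays open. Without members shared with Table S2 the interval was -0.014 to 0.436. That comparison decides nothing, because it leaves out genes that the study selected for change on the same arrays.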
